# Identification of wild soybean miRNAs and their target genes responsive to aluminum stress

**DOI:** 10.1186/1471-2229-12-182

**Published:** 2012-10-05

**Authors:** Qiao-Ying Zeng, Cun-Yi Yang, Qi-Bin Ma, Xiu-Ping Li, Wen-Wen Dong, Hai Nian

**Keywords:** Wild soybean, Aluminum stress, miRNA, High-throughput sequencing

## Abstract

**Background:**

MicroRNAs (miRNAs) play important regulatory roles in development and stress response in plants. Wild soybean (*Glycine soja*) has undergone long-term natural selection and may have evolved special mechanisms to survive stress conditions as a result. However, little information about miRNAs especially miRNAs responsive to aluminum (Al) stress is available in wild soybean.

**Results:**

Two small RNA libraries and two degradome libraries were constructed from the roots of Al-treated and Al-free *G. soja* seedlings. For miRNA identification, a total of 7,287,655 and 7,035,914 clean reads in Al-treated and Al-free small RNAs libraries, respectively, were generated, and 97 known miRNAs and 31 novel miRNAs were identified. In addition, 49 p3 or p5 strands of known miRNAs were found. Among all the identified miRNAs, the expressions of 30 miRNAs were responsive to Al stress. Through degradome sequencing, 86 genes were identified as targets of the known miRNAs and five genes were found to be the targets of the novel miRNAs obtained in this study. Gene ontology (GO) annotations of target transcripts indicated that 52 target genes cleaved by conserved miRNA families might play roles in the regulation of transcription. Additionally, some genes, such as those for the auxin response factor (ARF), domain-containing disease resistance protein (NB-ARC), leucine-rich repeat and toll/interleukin-1 receptor-like protein (LRR-TIR) domain protein, cation transporting ATPase, Myb transcription factors, and the no apical meristem (NAM) protein, that are known to be responsive to stress, were found to be cleaved under Al stress conditions.

**Conclusions:**

A number of miRNAs and their targets were detected in wild soybean. Some of them that were responsive to biotic and abiotic stresses were regulated by Al stress. These findings provide valuable information to understand the function of miRNAs in Al tolerance.

## Background

Soybean (*Glycine max*) is one of the most widely grown crop species in the world. Current evidence indicates that the cultivated soybean was domesticated from its annual wild relative, wild soybean (*Glycine soja* Sieb. and Zucc*.*), over 5,000 years ago in China [1]. Compared to cultivated soybean, wild soybean possesses much higher adaptability to natural environmental stresses such as drought, alkaline and salt stress, which demonstrates the potential usefulness of the wild soybean to improve cultivated soybean [2-5]. Soybean breeding and improvement is hindered by a narrow domesticated germplasm compared to other crop species [6]. Studies have revealed that *G. soja* shows greater genetic diversity and higher allelic diversity than *G. max*[6-8]. Wild soybean can readily cross with cultivated soybean giving rise to fertile hybrids, thus making *G. soja* a promising source of novel genes and alleles for soybean breeding and improvement.

Aluminum (Al) toxicity is a major limitation to crop production on the acid soils that make up about 30–40% of the world’s arable lands. In acid soil, aluminum causes the rapid inhibition of root growth and subsequently inhibits water and nutrient uptake in plants, which increases the susceptibility of plants to environmental stresses and results in reductions in crop production [9,10]. Soybean is planted widely on acid soil and its productivity is significantly hampered by Al stress. It is known that plant species and genotypes within species differ markedly in their tolerance to excess Al; however, the mechanisms responsible for Al tolerance are not so clearly understood. The exclusion of Al from the roots and the detoxification of Al ions in the plant are two of the Al tolerance mechanisms that have been proposed in plants [11]. To date, many of the genes responsible for Al tolerance that have been identified in plants other than soybean are involved in root Al-induced organic acid exudation, the redistribution or sequestration of Al, and in coding transcription factors [12-18]. In soybean, Al tolerance has been described as a quantitative trait that involves several genes and pathways [19,20]. Ermolayev and coworkers [21] and Ragland and Soliman [22] have identified some genes that were related to Al tolerance in soybean. These genes include phosphoenolpyruvate carboxylase (PEPC), homolog of translationally controlled tumor proteins (TCTPs), inosine 5^′^-monophosphate dehydrogenases (IMPDHs) [21], aluminum-induced 3–2 (*Sali3-2*), and aluminum-induced 5-4a (*Sali 4-5a*) [22]. Duressa and coworkers [23] used DNA microarray technology to identify putative genes in the Al-tolerant soybean line PI 416937 and reported that many genes involved in transcription activation, stress response, cell metabolism and signaling were differentially expressed in Al-tolerant soybean. They concluded that Cys2His2 and ADR6 transcription activators, cell wall modifying enzymes, and phytosulfokine growth factors might play roles in soybean Al tolerance [23].

MicroRNAs (miRNA), one of the major types of endogenous non-coding RNAs in higher plants, modulate gene expression at the post-transcription and translational levels [24,25]. An increasing amount of evidence demonstrates that miRNAs play critical roles in regulating development, stress response, hormone response and many other biological processes in plants [26-28]. Although a number of miRNAs have been identified in plants, the genome-wide discovery of new miRNAs is essential for the functional characterization of miRNAs. Recently, using next-generation sequencing technology, hundreds of small RNAs, especially miRNAs with low abundance, have been isolated by small RNA sequencing in higher plants [29-32]. Further, this technology has been used successfully to systematically identify stress-associated miRNAs [33-37]. Currently miRBase (Release 18: November 2011) lists 362 miRNAs that have been identified in *G. max* from different tissues, including root, seed, flower, nodule and shoot apical meristem [38-43]*.* Recently, miRNAs responsive to abiotic and biotic stresses such as water deficit, rust and *Phytophthora* root rot have also been reported in soybean [44,45]. However, in the same release of miRBase 18.0, only 13 miRNAs from wild soybean are listed [46].

To functionally characterize the biological roles of each miRNAs, target validation is required. Modified 5’ RACE (rapid amplification of cDNA ends) has been widely applied in target confirmation and cleavage site mapping [26]. However, this method is used only for small-scale target confirmation because it is costly, and labor and time consuming. Recently, degradome sequencing, a high-throughput method known as PARE (parallel analysis of RNA ends), has been adopted to identify the target transcripts of miRNAs [47-49]. This technology has been successfully used to identify hundreds of targets cleaved by conserved and unconserved miRNAs in plant species [36,47,49-51].

Most of the soil in South China where wild soybean is widely distributed is typical acidic soil. Therefore, the wild soybean that grows there may have evolved special mechanisms to survive under Al stress conditions. However, little information about the response of wild soybean to Al stress is available. To obtain highly Al tolerant plant materials, the core germplasm of more than 500 wild soybean plants from South China were collected and screened. From among the 500 plants, one wild genotype (BW69) showed the highest Al tolerance (unpublished). Subsequently, this genotype was treated with Al to detect new miRNAs and their targets responsive to Al stress in wild soybean. The microRNA sequencing and degradome sequencing developed by Solexa (Illumina Inc.) were applied to investigate the expression of miRNAs and their targets responsive to Al stress. In total, we identified 97 known miRNAs, 31 novel miRNAs, and a further 49 p3 or p5 strands of known miRNAs. In addition, 91 genes sliced by miRNAs were detected through degradome sequencing. Among the cleavage targets, 52 genes were transcription regulators.

## Results

### Deep-sequencing results of wild soybean

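Wild soybean (*Glycine soja*) seedlings were kept in nutrient solution at pH 4.5 with either 0 or 50 µM AlCl3, and root segments of 10 cm from the apex were taken at 7 time points between 1 and 96 h. Roots of the different times were combined, with 20 roots from 4 repeats pooled, into 1 small RNA library per condition, so there were no replicates and no time course could be followed. The authors removed reads without the adaptor, short reads and junk reads, assigned the remaining reads to known miRNAs of miRBase and to predicted candidates (PC miRNAs) with the ACGT101-miR pipeline, and deposited for each library the name, the sequence and the raw read count of each miRNA, without normalization. The deposited lists held 219 names for the Al-free library and 227 for the Al-treated library, 236 names over both. Where several names shared a sequence, each carried the same count, and the 236 names stood for 217 distinct sequences, which were each counted once. The reads of the distinct sequences summed to 30411 in the Al-free library and 44493 in the Al-treated library, which were 24.5% and 24.1% of the 124343 and 184734 reads that Table 1 gives for known and predicted miRNAs. The clean reads of Table 1, from which these lists were drawn, numbered 7035914 in the Al-free library and 7287655 in the Al-treated library. Counts were normalized with the factors that relate normalized to raw reads in Table 3, which were 1.06 for the Al-free library and 0.946 for the Al-treated library. The paper's text does not name the method behind these factors. For each sequence the log2 ratio of normalized reads, Al-treated over Al-free, was computed with a 95% interval from the exact Clopper-Pearson interval of the Al-treated share of its reads. The share was tested against the 52.8% that the factors predict, with an exact two-sided binomial test and Benjamini-Hochberg adjustment over the 94 sequences with at least 10 reads (known miRNAs) or 20 reads (PC miRNAs) in at least one library. Such a test compares the reads of these 2 libraries and not the conditions, and the intervals cover counting error only. A sequence with 0 reads in one library was given a bound computed against 3 reads in place of a ratio. Scaling by the clean reads of Table 1 would add 0.11 to every log2 ratio, and scaling by the summed miRNA reads would change every log2 ratio by -0.39.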

To identify miRNAs responsive to Al stress, two small RNA libraries constructed from the roots of Al-treated and Al-free (the control) wild soybean seedlings were sequenced on the Illumina Genome Analyzer IIx. A total of 8,616,284 and 8,712,410 raw sequences were generated from Al-treated and Al-free libraries, respectively (Table 1) (high-throughput sequencing data were deposited into the NCBI-GEO with accession no. GSE38065). After removal of low-quality and corrupted adapter sequences (such as 3’ adapter not found), sequences with less than 15 bases after cutting 3’ adapter, and junk reads, 7,287,655 and 7,035,914 clean reads from the Al-treated and Al-free libraries, respectively, remained (Table 1). The length distribution of the unique sequences showed that the most abundant sequences were 24 nt long; however, when redundant sequences were included, the most abundant sequences were 23 nt long (Figure 1). This atypical situation was also reported in cucumber in which a high number of redundant 22-nt sequences were obtained by Solexa (Illumina) high-throughput sequencing [52,53]. When the clean reads were searched against the Rfam [54] and repeat databases [55], 2.68% and 2.37% of the small RNAs in the Al-treated and Al-free libraries, respectively, were removed from the libraries (Table 1). The remaining sequences were mapped to the *G.max* genome sequence [56], and sequences that aligned to mRNAs were removed. Finally, 782,582 and 754,685 sequences in the Al-treated and Al-free libraries, respectively, were obtained and used for miRNA prediction (Table 1).

**Table 1:** **Distribution of the *G. soja *sequences in the Al-treated and Al-free libraries**

**RNA class**	**Al-treated**		**Al-free**	
	**Counts**	**Percentage of total**	**Counts**	**Percentage of total**
Raw reads	8,616,284	100.00%	8,712,410	100.00%
Number of reads removed due to 3ADT^a^ not found	974,498	11.31%	1,411,300	16.20%
Number of reads removed due to <15 bases after 3ADT cut	345,537	4.01%	260,266	2.99%
Junk reads	8,594	0.10%	4,930	0.06%
Number of mapped reads	7,287,655	84.58%	7,035,914	80.76%
mRNA^b^	6,310,043	86.59%	6,114,595	86.91%
Rfam^c^	192,054	2.64%	164,494	2.34%
Repeats^d^	2,976	0.04%	2,140	0.03%
Known and predicted miRNAs	184,734	2.53%	124,343	1.77%
No hit	597,848	8.20%	630,342	8.96%

a, 3ADT is the 3’ adaptor.

b, The *G. max* mRNAs were downloaded from ftp://ftp.jgi-psf.org/pub/JGI_data/phytozome/v7.0/Gmax/annotation/Gmax_109_transcript.fa.gz[56].

c, Rfam (V 10.0) was downloaded from ftp://ftp.sanger.ac.uk/pub/databases/Rfam/9.1/[54].

d, Repbase (V13.12) was downloaded from http://www.girinst.org/repbase/update/index.html[55].

**Figure 1:**
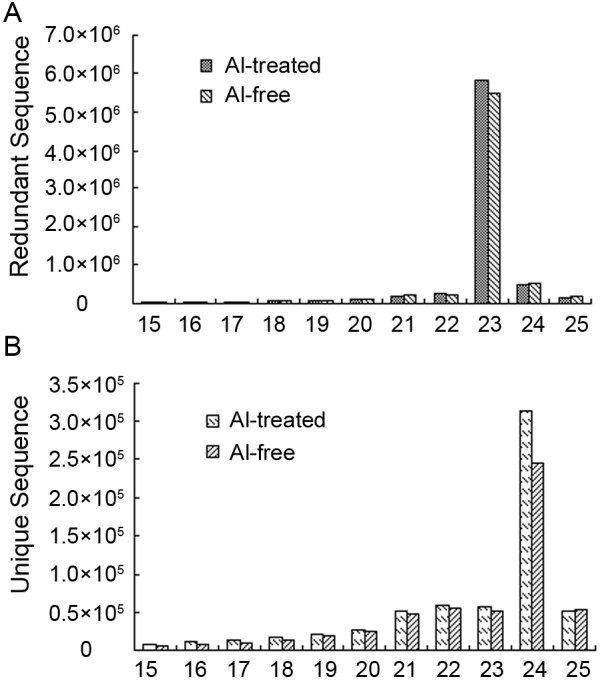
**Length distribution of the wild soybean samll RNAs obtained by high-throughput sequencing in two libraries.A**) Size distribution of redundant sequences. **B**) Size distribution of unique sequences.

The total number of small RNAs for miRNA prediction in the Al-treated library (782,582) was 3.69% higher than in the Al-free library (754,685), and the total number of known and predicted miRNA sequences in the Al-treated library (184,734) was 1.49-fold higher than in the Al-free library (124,343) (Table 1). 

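The raw reads summed over distinct sequences were 1.46 times as many in the Al-treated library as in the Al-free library (95% exact interval from 1.44 to 1.48). After normalization the sums were 32135 reads in the Al-free library and 42105 in the Al-treated library, a ratio of 1.31 (interval from 1.29 to 1.33). A single miRNA, gso-miR2218, held 23.9% of the summed reads in the Al-free library and 42.8% in the Al-treated library. Without gso-miR2218 the raw sums were 23129 and 25432 reads, a ratio of 1.10, and the normalized ratio fell to 0.985. The clean reads of Table 1 differed between the libraries by a ratio of 1.04.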

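All 177 names of Additional file 1 and Table 2 could be tied to a sequence of the deposited lists. For 144 of the 146 names of Additional file 1 and for each of the 31 names of Table 2, the deposited counts equalled the raw reads that the paper gives. The 2 remaining names, PN-miR166h and PN-miR166j, are given in Additional file 1 with a sequence that is 1 base shorter than the one that the deposited lists name PN-miR166b, which carries the same counts of 687 and 292 reads. A further 61 sequences of the deposited lists are in neither table.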

A total of 177 miRNAs were identified in this study. Among them, 92.10% of the miRNAs detected in the Al-treated library were also found in the Al-free library, whereas, 3.95% of the miRNAs were found only in the Al-treated library, and 3.95% miRNAs were found only in the Al-free library (Additional file 1, Table 2).

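Of the 236 names in the deposited lists, 210 (89.0%) had at least 1 read in both libraries, 17 (7.20%) had reads only in the Al-treated library and 9 (3.81%) only in the Al-free library. Among the names of Additional file 1 and Table 2, 162 (91.5%) had reads in both libraries, 8 (4.52%) only in the Al-treated library and 7 (3.95%) only in the Al-free library. Most of the sequences seen in one library only rested on few reads. The highest count among them was 3 reads in the Al-free library and 12 reads in the Al-treated library, and 4 sequences of the Al-treated library and 0 of the Al-free library had more than 3 reads, the number that a count of 0 in the other library allows. When a miRNA was called detected only with at least 5 reads, which left 171 names, the share found in both libraries was 79.5% and the share found only in the Al-treated library was 15.8%.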

**Table 2:** Identification of novel microRNAs in wild soybean

**miR_name**^**a**^	**Sequenced sequence**	**Length**	**genome ID**	**strand**	**dG**	**CG%**	**MFEI**	**raw_Al-free**	**raw_Al-treated**	***Glycine max *Genome**^**b**^	***Glycine soja *Genome**^**c**^
PC^d^-1-5p	TGGCCTGTGATGCATCAATTTGTC	24	Gm12	+	−26.6	44	0.7	49	10	yes	no
PC-1-3p	GTCTCTGATGAATGCTCAAATTCT	24	Gm12	+	−26.6	44	0.7	7	11	yes	no
PC-4-5p	GTCGTTGTAGTATAGTGGTAAGT	23	Gm05	+	−33.5	37.3	0.7	26	8	yes	yes
PC-4-3p	GTCGTTGTAGTATAGTGGTAAGTA	24	Gm05	+	−33.5	37.3	0.7	84	48	yes	yes
PC-8-5p	ATTGTTGAGACGATTCTGTAGACG	24	Gm09	+	−16.8	28.3	0.6	12	9	yes	no
PC-12-5p	AAATCTACATGCGGATCAAGTTGA	24	Gm17	+	−34.2	39.7	1.1	0	12	yes	yes
PC-20-3p	CAACGGTCATAATGTAGATTTA	22	Gm05	+	−29	40.6	0.7	10	16	yes	yes
PC-21-5p	CAAAGATTCATCGTAGGCTAGACT	24	Gm08	+	−25.1	55.4	0.7	14	12	yes	yes
PC-25-3p	CTACATAAGGCACGAGATCATC	22	Gm18	-	−17	38.2	0.7	7	29	yes	yes
PC-26-3p	CATCGGTCGAGAGCGTTCTT	20	Gm06	-	−48.8	46.2	0.9	14	6	yes	no
PC-28-3p	CATTTGGGCACCTATTTTGACTC	23	Gm06	+	−18.8	40	0.8	24	2	yes	yes
PC-32-3p	TATATTCGGATATTCACATT	20	Gm02	+	−26.7	34.3	0.8	15	10	yes	no
PC-33-3p	GGAGAACAAAGAAGCAGCTAAATTC	25	Gm16	+	−22.4	32.6	0.7	4	29	yes	no
PC-35-5p	AAAAGGACACATGACTCACACCTA	24	Gm10	-	−11.9	31.2	0.5	10	10	yes	yes
PC-36-5p	GAGTTGGCGAGTTGGACACGTGGC	24	Gm08	-	−38	59.5	0.8	9	12	yes	no
PC-39-5p	TAGATTTTAAAGTTGCGGATCA	22	Gm04	-	−42.3	38.5	1.1	10	32	yes	yes
PC-40-3p	AATACGTAAGGCTTGAGCTTGACT	24	Gm01	-	−37.8	42.9	1	8	17	yes	yes
PC-41-3p	AAATCAGATGATATGGACTTAAAT	24	Gm13	-	−21.2	28.3	0.8	19	20	yes	yes
PC-42-5p	AAGAAACGTTGACTCTCCGTGTT	23	Gm03	-	−39.9	38.5	0.8	11	5	yes	no
PC-43-5p	ATCGGGATGCTCAGTTCGCATGGT	24	Gm10	+	−33.9	46.6	1	5	11	yes	yes
PC-44-3p	ATGAACCCTTTGAGATCACTGGTT	24	Gm06	-	−26.2	47.1	0.7	17	13	yes	yes
PC-45-5p	AGACGGTAAGAAGAGAATTTCAAT	24	Gm01	-	−14.3	23.8	0.8	11	4	yes	yes
PC-46-5p	CTATATGATGAAGATA	16	Gm18	+	−28.3	34	0.9	52	26	yes	yes
PC-47-3p	CGTTGTAGTATAGTGGTAAGTATT	24	Gm19	+	−31.1	46	0.5	9	11	yes	yes
PC-48-3p	TTAGCTTCTTTCACCTTTCCC	21	Gm17	-	−41.8	41.5	1.2	135	137	yes	no
PC-52-5p	TGAGGGCAAAGATATTAGAGAA	22	Gm05	-	−26	35.9	0.7	5	12	yes	yes
PC-56-3p	GGCGAGGAATCTGGGCTCATT	21	Gm15	+	−37.5	47.6	1	16	19	yes	yes
PC-57-3p	GCATACAGGGAGTCAAGCAGA	21	Gm09	-	−48	43	1.2	20	27	yes	no
PC-58-5p	TTAGTTGAATGGTACTGTAGTAGT	24	Gm06	+	−29.2	37	0.7	6	11	yes	yes
PC-60-3p	TTTCCCGGCAATGGAACCA	19	Gm17	+	−19.3	38	0.5	298	208	yes	no
PC-61-5p	AACTTACTGACTCGTTGACTCGGT	24	Gm14	+	−21.1	39.4	0.8	10	5	yes	yes

Genomic locations of the pre-miRNA are based on the *Glycine max* assembly Gmax_109_repeatmasked.fa downloaded from ftp.plantgdb.org/download/Genomes/GmGDB/. Identification of known miRNAs was based on miRBase 18.0.

a, miR_name is the name that was assigned to the detected miRNA sequences.

b, *G. max* Genome is the precursor sequences whether they could be mapped to Glycine max [56].

c, *G. soja* Genome is the precursor sequences whether they could be mapped to Glycine soja EST or GSS [92].

d, PC means 'predicted candidate'.

### Identification of known miRNAs in wild soybean

To identify known miRNAs in the two libraries, the clean reads were compared with known miRNA precursor or mature miRNA sequences in miRBase 18.0 allowing no more than two mismatches. 

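The known miRNAs of Additional file 1, leaving out the p3/p5 strands, had 78 distinct sequences, of which 40 were 21 nt, 23 were 24 nt and 10 were 22 nt long. The 57 names of unconserved miRNAs had 51 distinct sequences with a median of 5 reads in the Al-free library and 8 reads in the Al-treated library, and their reads summed to 18987 and 34224. The 40 names of conserved miRNAs had 27 distinct sequences with a median of 42 and 36 reads, and their reads summed to 5737 and 5498. Of the unconserved sequences 25 had fewer than 10 reads in both libraries, against 6 of the conserved sequences.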

A total of 97 known miRNAs were identified in the two samll RNA libraries (Additional file 1). Based on their similarity to the known miRNAs, the *G. soja* miRNAs were classified into two groups. Group I comprised 57 unconserved miRNAs that were either present in wild soybean or other legumes (Additional file 1). Thirteen wild soybean specific miRNAs were described in miRbase 18.0 [46] and all but one of them (gso-miR3522b) were identified in our libraries. Most of these wild soybean specific miRNAs were relatively highly expressed in the two root libraries; among them, gso-miR2218 was the most abundant in the two libraries (7,282 and 19,061 reads in the Al-free and Al-treated libraries, respectively), followed by gso-miRNA1509a. However, with the exception of PN-miR1509b (PN indicates a potentially novel miRNA), most of the legume-specific miRNAs had relatively lower levels of expression. 

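The gso miRNAs that were not p3/p5 strands had 9 distinct sequences, with a median of 796 reads in the Al-free library and 998 reads in the Al-treated library. Their lowest counts were 224 and 275 reads, both of the sequence shared by gso-miR1510a and gso-miR1510b. The sequence of gso-miR2218 was TTGCCGATTCCACCCATTCCTA. gso-miR1509a, with the sequence TTAATCAAGGAAATCACGGTCG, had 4040 reads (13.3% of the summed reads) in the Al-free library and 3068 reads (6.90%) in the Al-treated library, and followed gso-miR2218 in both. The next sequence in the Al-free library was gso-mir2109-p3 with 2655 reads, and the next in the Al-treated library was the one shared by gso-miR482a and gso-miR482b with 2976 reads.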

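The unconserved PN miRNAs other than PN-miR1509b had 41 distinct sequences, with a median of 3 reads in the Al-free library and 5 reads in the Al-treated library and counts that reached 0 in each library. The highest counts among them, 703 and 539 reads, were those of PN-miR1511. Most of these sequences had too few reads for a difference between the libraries to be tested. PN-miR1509b alone held 5.02% of the summed reads of the Al-treated library.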

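The 4 names of the PN-miR1520 family in Additional file 1 had 3 distinct sequences. The sequence shared by PN-miR1520d and PN-miR1520g had 5 reads in the Al-free library and 9 in the Al-treated library, PN-miR1520f had 4 and 5 reads, and PN-miR1520i had 0 and 4 reads. The family summed to 9 reads in the Al-free library and 18 reads in the Al-treated library.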

The largest miRNA family in the two libraries was PN-miR1520 with 4 members. Group II contained 40 highly conserved miRNAs (Additional file 1). Of these, the most abundant was miR159a with 2,363 and 2,121 reads in the Al-free and Al-treated libraries respectively. 

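PN-miR159a, with the sequence TTTGGATTGAAGGGAGCTCTA, held 7.77% of the summed reads in the Al-free library and 4.77% in the Al-treated library. Its log2 ratio was -0.32 (interval from -0.40 to -0.23, adjusted exact p = 1.63e-12), which did not reach the fold threshold of the paper. The next conserved sequence in the Al-free library was PN-miR168, with 850 reads there and 563 in the Al-treated library, a log2 ratio of -0.75 (interval from -0.91 to -0.60). In the Al-treated library the next one was the sequence shared by PN-miR319a and PN-miR319b, with 720 reads against 485 in the Al-free library, a log2 ratio of 0.41 (interval from 0.24 to 0.58) that fell to 0.02 when the libraries were scaled by their summed miRNA reads.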

Conserved miRNAs are known to have important functions in plant development and stress response [26]. In the present study, 19 highly conserved miRNA families were identified. The largest conserved miRNA family was miR156 with 9 members.

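The 9 names of the miR156 family had 3 distinct sequences, so that several members could not be told apart by their reads. The sequence listed for PN-miR156b, c and d was TGACAGAAGAGAGTGAGCAC, and the sequence listed for PN-miR156c, d, e and g was TTGACAGAAGATAGAGAGCAC. The third sequence, TTGACAGAAGAGAGAGAGCAC, listed for PN-miR156b and f, had 2 reads in the Al-free library and 4 in the Al-treated library.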

The p3/p5 strands of known miRNAs have been used as strong evidence to identify miRNAs [57] and 49 p3/p5 strands of known miRNAs were detected in the present study (Additional file 1). 

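The 49 names of p3/p5 strands had 47 distinct sequences, with a median of 4 reads in the Al-free library and 8 in the Al-treated library and sums of 3690 and 2827 reads. Of these sequences, 31 had fewer than 10 reads in the Al-free library and 30 in the Al-treated library. With PN-miR1507c* of the unconserved miRNAs included, the mature strand of the same precursor was listed as well for 44 strands.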

Generally, p3/p5 strands of miRNAs are thought to be more unstable than other miRNAs in cells, and the numbers of them have been assumed to be ten times less than those of other mature miRNAs [26,58]. In the present study, the p3/p5 strands of most of the known miRNAs had relatively low expression. However, the PN-mir4415-p3, gso-mir2109-p3 and gso-mir1510b-p5 sequences occurred more frequently than the corresponding mature miRNAs, suggesting that these candidates might be true mature miRNAs.

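Over the 44 strands whose mature strand was listed, PN-miR1507c* included, the median share of this strand in the reads of both strands was 3.21% in the Al-free library and 7.11% in the Al-treated library. In each library 24 of the strands had under 10% of the reads of their mature strand.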

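PN-mir4415-p3 had 41 reads in the Al-free library and 243 in the Al-treated library, where its mature strand PN-miR4415 had 0 and 2 reads (p = 9.09e-13 and p = 1.07e-69, exact two-sided binomial test against an equal share). gso-mir2109-p3 had 2655 and 1201 reads against 796 and 643 of gso-miR2109, a share of 76.9% and 65.1% (exact p = 1.73e-231 and p = 4.73e-39). gso-mir1510b-p5 had 507 and 544 reads against the 224 and 275 of the mature strand, a share of 69.4% and 66.4% (exact p = 4.3e-26 and p = 3.37e-21). PN-mir1520i-p5 also had more reads than its mature strand, 11 against 0 in the Al-free library (exact p = 0.000977) and 15 against 4 in the Al-treated library (p = 0.0192). In all, 6 strands of the Al-free library and 9 of the Al-treated library had more reads than the mature strand, and with at least 10 reads on either strand 4 remained in each library.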

### Identification of novel miRNAs from wild soybean

The formation of stable hairpin structures has been suggested as a prerequisite for the annotation of new miRNAs [57,59]. To identify novel miRNAs, we used the M-fold web server to predict the secondary structures of the candidate miRNA precursors [60] and found that 29 of the potential pre-miRNAs met this requirement. Two of the 29 pre-miRNA were predicted to generated two miRNAs, one from the 3’ arm (3p) and one from the 5’ arm (5p) (Table 2). The 31 novel miRNAs were 16 to 25 nt long; 51.61% of them were 24 nt long (Table 2). 

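In the deposited lists the predicted candidates of Table 2 numbered 31, and 16 of them (51.6%) were 24 nt long. Of the others, 4 were 22 nt, 3 were 23 nt, 3 were 21 nt and 2 were 20 nt long, and 1 each was 16, 19 and 25 nt long. Their reads summed to 917 in the Al-free library and 782 in the Al-treated library.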

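Among all predicted candidates of the deposited lists, 20 had at least 20 reads in at least one library, and 12 of these are named in Table 2. With the minimum required in both libraries 9 were left, and with the reads of both libraries added together 40 passed. The candidates of Table 2 had a median of 11 reads in the Al-free library and 12 in the Al-treated library. The most abundant of them were PC-60-3p with 298 and 208 reads, PC-48-3p with 135 and 137 reads and PC-4-3p with 84 and 48 reads.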

Most of novel miRNAs had relatively low expressions, and only 12 of the novel miRNA candidates had more than 20 reads in the two libraries (Table 2). The novel miRNAs were all generated from one locus.

When the strict criteria defined by Meyers and coworkers [57] was used to filter all the results, totally six pairs of miRNA/miRNA* strictly met all three of those characteristics. Those miRNAs were PN-miR1507c/PN-miR1507c*, PN-miR862a/PN-miR862a-5p, PN-miR1509b/PN-mir1509b-p3, PN-miR169c/PN-mir169c-p3, PN-miR390b/PN-mir390b-p3 and PN-miR4415/PN-mir4415-p3 (Figure 2). However, because of the unstable of miRNA* in cells [26], when we filtered the results, we did not strictly regard to parameter of miRNA and miRNA* which were derived from opposite stem-arms and formed a duplex with two nucleotide, 3’ overhangs.

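In these 6 pairs the less abundant strand mostly held a small share of the reads of both strands. PN-miR1507c* had 13 reads in the Al-free library and 11 in the Al-treated library, 3.33% and 5.37% of the reads of its pair. The p5 strand shared by PN-miR862a and PN-miR862b had 13 and 18 reads, 10.3% and 4.83%. PN-mir1509b-p3 had 4 and 7 reads, 2.06% and 0.313%, and PN-mir169c-p3 had 1 and 2 reads, 5.56% and 4.08%. PN-mir390b-p3 had 13 and 9 reads, 50.0% in the Al-free library and 20.0% in the Al-treated library. In the pair of PN-miR4415 nearly all reads were on the p3 strand, with 99.2% in the Al-treated library.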

**Figure 2:**
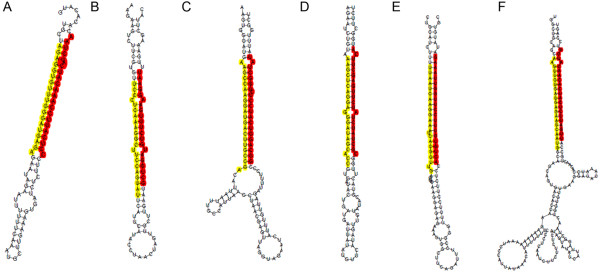
Precursors structures of six pairs of miRNA/miRNA*s strictly meet characteristics mentioned by Meyers *et al.* (**A**-**F**) The precursor sequences of PN-miR1507c/PN-miR1507c*, PN-miR862a/PN-miR862a-5p, PN-miR169c/PN-mir169c-p3, PN-miR390b/PN-mir390b-p3, PN-miR1509b/PN-mir1509b-p3 and PN-miR4415/PN-mir4415-p3, respectively.

### Identification of Al-responsive wild soybean miRNAs

To identify miRNAs responsive to Al stress, the differential expression of miRNAs in the two libraries was compared using the read counts obtained from the high-throughput sequencing. 

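The comparison covered the 94 distinct sequences that met the read minimum in at least one library, and their median log2 ratio was 0.21. In the exact binomial test 53 of them had an adjusted p under 0.05, of which 29 were higher and 24 lower in the Al-treated library. With a minimum of 50 reads for every miRNA the number was 34, of which 15 were higher and 19 lower. With the libraries scaled by their summed miRNA reads, 55 had an adjusted p under 0.05, of which 20 were higher and 35 lower. 

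**Figure D1:**
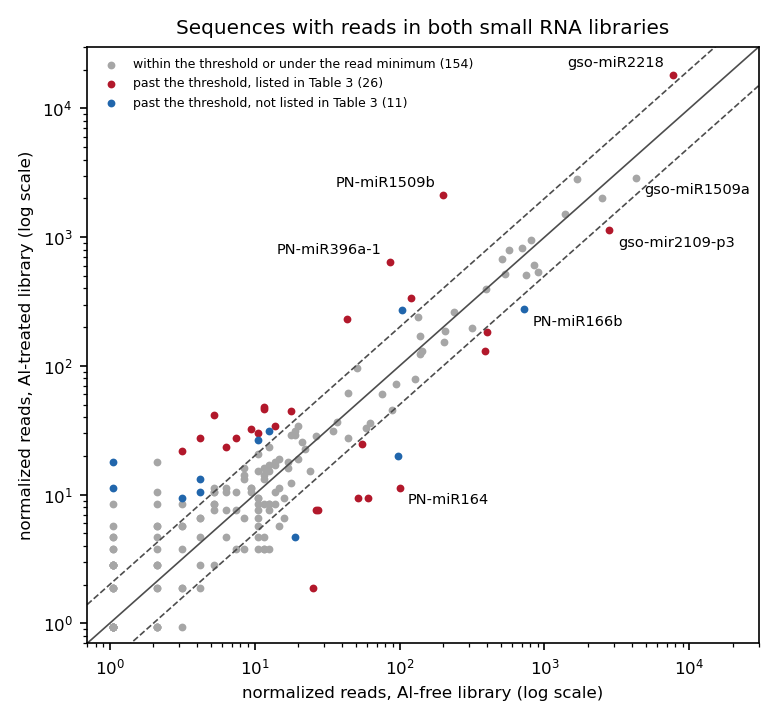
Normalized reads of each distinct miRNA sequence with reads in both libraries, Al-free on the horizontal and Al-treated on the vertical axis, both on a log scale, with the fold threshold as dashed lines. Sequences past the threshold are red where Table 3 lists them and blue where it does not, and the spread around the diagonal is widest among sequences with few reads.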

Because some of the miRNAs in this study had extremely low abundances, which might lead to false results, known miRNAs with less than 10 raw reads and novel miRNAs with less than 20 raw reads in the Al-free and Al-treated libraries were removed from the expression analysis. In the two libraries, miRNAs with log_2_ fold changes higher than 1 were designated as ‘up-regulated’. Similarly, miRNAs with the log_2_ fold changes less than −1 were designated as ‘down-regulated’. Thirty miRNAs belonging to 26 families were differentially expressed between the two libraries (Table 3); 12 miRNAs were down-regulated and 18 were up-regulated by Al exposure. 

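By the fold threshold of the paper on normalized reads, with at least 10 reads (known) or 20 reads (predicted) in at least one library, 42 of the listed names passed, 15 lower and 27 higher in the Al-treated library. Counted by distinct sequence these were 37, 13 lower and 24 higher. The 26 sequences of Table 3 all passed, 10 lower and 16 higher, and each had an adjusted p under 0.05 in the exact binomial test. The 11 other sequences, 3 lower and 8 higher, are not in Table 3. They included PN-miR166b with 687 and 292 reads (log2 ratio -1.39, adjusted exact p = 1.57e-46), PN-miR1513 with 18 and 5 reads (-2.01, adjusted exact p = 0.00635), PN-mir1511-p5 with 99 and 288 reads (1.38, adjusted exact p = 1.58e-17) and the sequence listed for PN-miR172h-5p, i and j with 1 and 12 reads (3.43, interval from 0.67 to 8.84, adjusted exact p = 0.00801). For PN-miR1535 (1.30, adjusted exact p = 0.183), PN-miR4352b (1.58, interval from -0.38 to 4.08, adjusted exact p = 0.150) and PN-miR5035-p3 (1.65, adjusted exact p = 0.0616), the difference was within counting error. Of the 37 sequences, 15 had fewer than 10 reads in one of the libraries, and for 20 the whole interval lay beyond the threshold. Without a read minimum 80 names passed, and with the minimum required in both libraries 21 passed. Scaling by the summed miRNA reads changed the split to 19 higher and 25 lower. From the fold changes past this threshold, the paper concludes that the miRNAs of Table 3 responded to Al exposure. It also measured 10 selected miRNAs by qRT-PCR and reports a similar pattern for 3 lower and 5 higher ones, with much smaller fold changes. PN-miR862a did not change there, and PN-miR1514a had a pattern unlike that of the sequencing. 

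**Figure D2:**
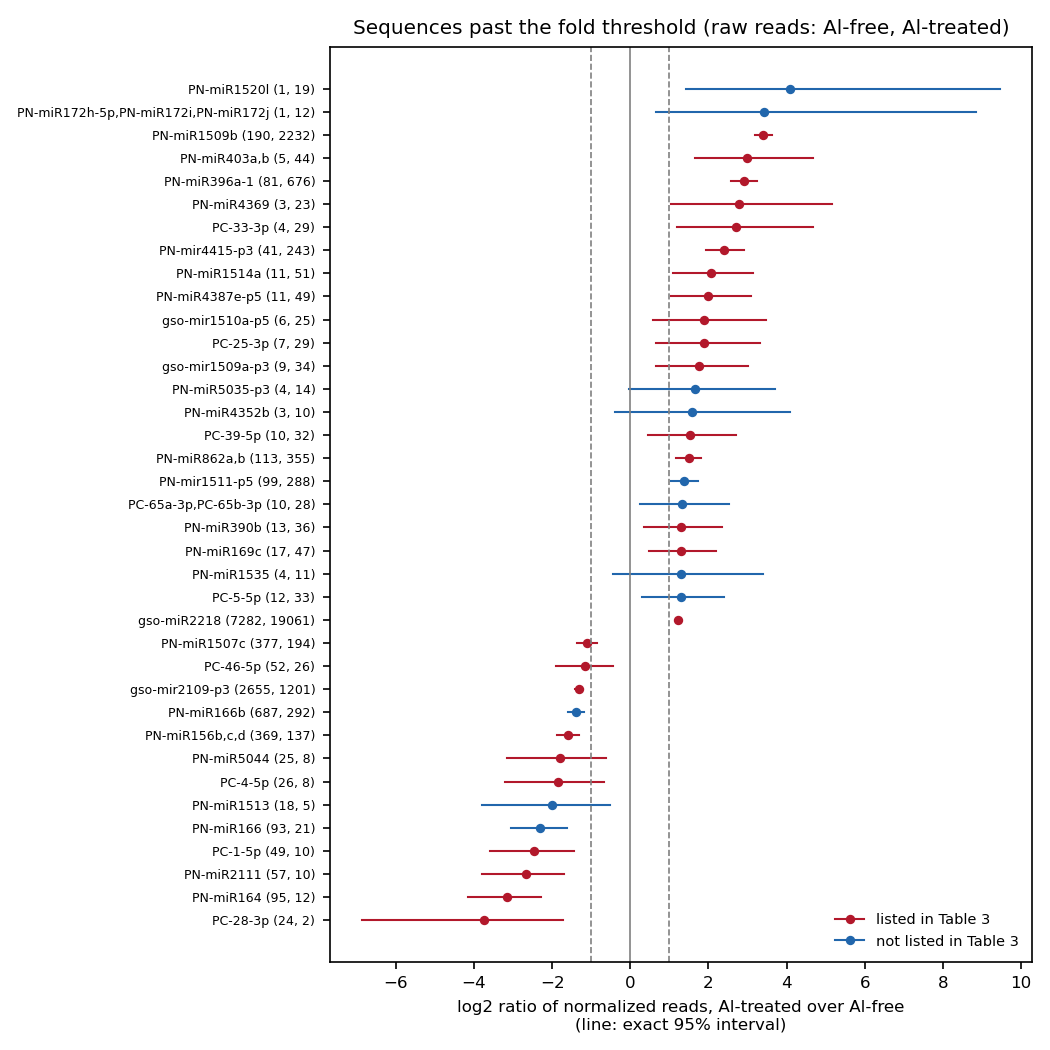
Log2 ratio of normalized reads, Al-treated over Al-free, of the 37 distinct sequences past the fold threshold, with the exact 95% interval as a line and the raw reads of both libraries in parentheses (red, listed in Table 3, blue, not listed). Dashed lines mark log2 ratios of -1 and 1, and the intervals are widest for the sequences with the fewest reads.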

Of the 12 wild soybean specific miRNAs, gso-miR2218, the miRNA that had the highest expression abundant in the two libraries, was up-regulated by Al stress. 

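Normalized reads of gso-miR2218 were 7695 in the Al-free library and 18038 in the Al-treated library, a log2 ratio of 1.23 (interval from 1.19 to 1.27). When the libraries were scaled by the summed miRNA reads, to which gso-miR2218 itself contributes most, the log2 ratio was 0.84, below the threshold. The other gso miRNAs stayed within the threshold. The sequence of gso-miR482a and b had a log2 ratio of 0.76 (adjusted exact p = 7.99e-65), gso-miR167a of 0.46 (adjusted exact p = 2.34e-08, and 0.07 with 0.462 under scaling by the summed reads and from 2.57e-12 to 1.34e-05 under the other alternatives), gso-miR2109 of -0.47 (adjusted exact p = 4.88e-09) and gso-miR1509a of -0.56 (adjusted exact p = 1.06e-57). gso-miR1508a and gso-miR3522a each had a log2 ratio of 0.23 (adjusted exact p = 0.0019 and 0.0050). This is smaller in size than the shift of -0.39 under scaling by the summed reads, so their direction depends on the scaling. The sequence of gso-miR1507a and b had a log2 ratio of 0.14 (adjusted exact p = 0.0170). It was -0.25 under scaling by the summed reads and 0.04 under the median of ratios (adjusted exact p from 1.26e-05 to 0.516 over the alternatives).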

Seven legume-specific miRNAs were response to Al stress. Among them, PN-miR1509b had the highest up-regulated fold change. 

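The 7 legume-specific names of Table 3 had 6 distinct sequences. PN-miR1507c had 377 reads in the Al-free library and 194 in the Al-treated library, a log2 ratio of -1.12 (interval from -1.38 to -0.86, adjusted exact p = 1.75e-18), and PN-miR5044 had 25 and 8 reads, a log2 ratio of -1.80 (interval from -3.16 to -0.61, adjusted exact p = 0.00303). The sequence of PN-miR862a and b had 113 and 355 reads, a log2 ratio of 1.49 (interval from 1.18 to 1.81, adjusted exact p = 8.03e-24). PN-miR1514a rose from 11 to 51 reads, a log2 ratio of 2.05 (interval from 1.10 to 3.14, adjusted exact p = 8.19e-06), and PN-miR4369 from 3 to 23 reads, a log2 ratio of 2.78 (interval from 1.05 to 5.16, adjusted exact p = 0.000634). By the qRT-PCR of the paper, PN-miR862a did not change under Al, and the pattern of PN-miR1514a differed from that of the sequencing.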

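PN-miR1509b had 190 reads in the Al-free library and 2232 in the Al-treated library, a log2 ratio of 3.40 (interval from 3.18 to 3.62), the highest of the sequences of Table 3. Its interval overlapped that of PN-miR396a-1 and lay within the wider intervals of PN-miR4369 and of PN-miR403a and b. The sequence of PN-miR1509b, TTAATCAAGGAAATCACGGTTG, differs from that of gso-miR1509a by the substitution C21T, with the base of gso-miR1509a first and positions counted from 1 at the 5′ end. The reads of PN-miR1509b were 4.70% of those of gso-miR1509a in the Al-free library and 72.8% in the Al-treated library.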

The p3/p5 strands of five unconserved miRNAs (gso-mir1509a-p3, gso-mir1510a-p5, gso-mir2109-p3, PN-miR4387e-p5 and PN-mir4415-p3) were differentially expressed between the two libraries. 

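gso-mir1509a-p3 had 9 reads in the Al-free library and 34 in the Al-treated library, a log2 ratio of 1.76 (interval from 0.67 to 3.00, adjusted exact p = 0.00160), and gso-mir1510a-p5 had 6 and 25 reads, a log2 ratio of 1.90 (interval from 0.58 to 3.48, adjusted exact p = 0.00410). PN-miR4387e-p5 had 11 and 49 reads, a log2 ratio of 2.00 (interval from 1.03 to 3.09, adjusted exact p = 1.25e-05). The log2 ratio of PN-mir4415-p3 was 2.41 (interval from 1.93 to 2.92, adjusted exact p = 2.02e-30). gso-mir2109-p3 was the only one of the 5 that was lower in the Al-treated library, with a log2 ratio of -1.30 (interval from -1.40 to -1.20, adjusted exact p = 4.89e-160).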

Among the highly conserved miRNAs, five (PN-miR169c, PN-miR390b, PN-miR396a and PN-miR403a, b) were up-regulated and five belonging to four conserved families (PN-miR156b,c,d, PN-miR164 and PN-miR2111) were down-regulated in response to Al stress. 

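PN-miR169c had 17 reads in the Al-free library and 47 in the Al-treated library, a log2 ratio of 1.31 (interval from 0.48 to 2.20, adjusted exact p = 0.00232). PN-miR390b had 13 and 36 reads, a log2 ratio of 1.31 (interval from 0.36 to 2.35, adjusted exact p = 0.00794), which was 0.92 with an adjusted exact p of 0.0916 when the libraries were scaled by their summed miRNA reads (from 0.00340 to 0.0179 under the other scalings). PN-miR396a-1 had 81 and 676 reads, a log2 ratio of 2.90 (interval from 2.57 to 3.25, adjusted exact p = 9.86e-103), and the sequence of PN-miR403a and b had 5 and 44 reads, a log2 ratio of 2.98 (interval from 1.65 to 4.67, adjusted exact p = 2.23e-07). The sequence listed for PN-miR156b, c and d fell from 369 to 137 reads, a log2 ratio of -1.59 (interval from -1.88 to -1.30, adjusted exact p = 1.35e-30). PN-miR164 had 95 and 12 reads, a log2 ratio of -3.14 (interval from -4.15 to -2.27, adjusted exact p = 1.37e-18), and PN-miR2111 had 57 and 10 reads, a log2 ratio of -2.67 (interval from -3.81 to -1.69, adjusted exact p = 1.29e-09). PN-miR2111a, of 20 nt, is not a shorter form of PN-miR2111, of 24 nt. Its first bases, TAATCTGCATCC, are the reverse complement of GGATGCAGATTA within PN-miR2111, so the sequences can be opposite strands. PN-miR2111a had 17 and 31 reads and a log2 ratio of 0.71 (adjusted exact p = 0.165), so the fall of PN-miR2111 does not stand for both.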

Seven novel miRNAs showed differential expression between the two libraries; three were up-regulated and four were down-regulated.

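Of the predicted candidates of Table 3, PC-25-3p had 7 reads in the Al-free library and 29 in the Al-treated library (log2 ratio 1.89, adjusted exact p = 0.00177), PC-33-3p had 4 and 29 reads (2.70, adjusted exact p = 9.61e-05) and PC-39-5p had 10 and 32 reads (1.52, adjusted exact p = 0.00610). PC-28-3p fell from 24 to 2 reads (-3.74, interval from -6.87 to -1.73, adjusted exact p = 5.59e-06), PC-1-5p from 49 to 10 reads (-2.45, adjusted exact p = 9.67e-08) and PC-46-5p from 52 to 26 reads (-1.16, adjusted exact p = 0.00160). PC-4-5p had 26 and 8 reads (-1.86, adjusted exact p = 0.00197), and its 23 bases are all contained in the sequence of PC-4-3p, whose log2 ratio was -0.97 (adjusted exact p = 0.000500). PC-12-5p had 0 and 12 reads, which gave a log2 ratio of at least 1.84 when set against 3 reads, while the exact interval reached down to 1.32, and it stayed under the read minimum for predicted candidates.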

**Table 3:** Profiles of the differentially expressed miRNAs responsive to Al stress

**miR**^**a**^**_name**	**Sequenced sequence**	**raw_Al-free**	**raw_Al-treated**	**norm_ Al-free**	**norm_ Al-treated**	**Log**_**2**_**(Al-treated/Al-free)**
PC^c^-28-3p	CATTTGGGCACCTATTTTGACTC	24	2	25.36	1.89	−3.74
PN^b^-miR164	TGGAGAAGCAGGGCACGTGCA	95	12	100.39	11.36	−3.14
PN-miR2111	CTAGTCCTTGGGATGCAGATTACG	57	10	60.23	9.46	−2.67
PC-1-5p	TGGCCTGTGATGCATCAATTTGTC	49	10	51.78	9.46	−2.45
PC-4-5p	GTCGTTGTAGTATAGTGGTAAGT	26	8	27.47	7.57	−1.86
PN-miR5044	GTAGTGGATGCCTAGAGGTCC	25	8	26.42	7.57	−1.80
PN-miR156b,c,d	TGACAGAAGAGAGTGAGCAC	369	137	389.92	129.65	−1.59
gso-mir2109-p3	GGAGGCGTAGATACTCACACC	2655	1201	2805.55	1136.55	−1.30
PC-46-5p	CTATATGATGAAGATA	52	26	54.95	24.60	−1.16
PN-miR1507c	CCTCATTCCAAACATCATCTAA	377	194	398.38	183.59	−1.12
gso-miR2218	TTGCCGATTCCACCCATTCCTA	7282	19061	7694.91	18038.15	1.23
PN-miR169c	AAGCCAAGGATGACTTGCCGA	17	47	17.96	44.48	1.31
PN-miR390b	AAGCTCAGGAGGGATAGCACC	13	36	13.74	34.07	1.31
PN-miR862a, b	GCTGGATGTCTTTGAAGGAAT	113	355	119.41	335.95	1.49
PC-39-5p	TAGATTTTAAAGTTGCGGATCA	10	32	10.57	30.28	1.52
gso-mir1509a-p3	ACCGTGTTTCCTTGGTTAACG	9	34	9.51	32.18	1.76
PC-25-3p	CTACATAAGGCACGAGATCATC	7	29	7.40	27.44	1.89
gso-mir1510a-p5	AGGGATAGGTAAAACAATGAC	6	25	6.34	23.66	1.90
PN-miR4387e-p5	TCACGCCTAATCACTGACGCA	11	49	11.62	46.37	2.00
PN-miR1514a	TTCATTTTTAAAATAGGCATTGGG	11	51	11.62	48.26	2.05
PN-mir4415-p3	TTGATTCTCATCACAACATGG	41	243	43.32	229.96	2.41
PC-33-3p	GGAGAACAAAGAAGCAGCTAAATTC	4	29	4.23	27.44	2.70
PN-miR4369	GGATCAAGCTGATCCGGAAGTGGA	3	23	3.17	21.77	2.78
PN-miR396a-1	TTCCACAGCTTTCTTGAACTG	81	676	85.59	639.72	2.90
PN-miR403a, b	TTAGATTCACGCACAAACTTG	5	44	5.28	41.64	2.98
PN-miR1509b	TTAATCAAGGAAATCACGGTTG	190	2232	200.77	2112.23	3.40

a, miR_name is the name that was assigned to the detected miRNA sequences.

b, PN means ‘potential novel’.

c, PC means 'predicted candidate’.

Based on the high-throughput sequencing results, ten miRNAs were selected for qRT-PCR to validate their expression patterns. As shown in Figure 3, the expression patterns of three of the selected down-regulated miRNAs and five of the selected up-regulated miRNAs obtained by qRT-PCR was similar to results from high-throughput sequencing; however, in the qRT-PCR analysis, the expression of PN-miR862a did not change under Al stress, and the qRT-PCR expression pattern of PN-miR1514a was not consistent with that from the high-throughput sequencing. The fold changes obtained from the qRT-PCR were much lower than that those obtained from the high-throughput sequencing, possibly because of differences in the sensitivity and specificity between qRT-PCR and high-throughput sequencing technology.

**Figure 3:**
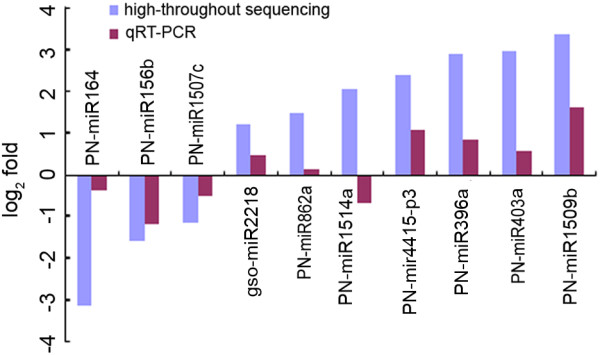
**Differential expressions of ten miRNAs that were responsive to Al stress** .

### Identification of targets of miRNAs in wild soybean

Target validation is important to thoroughly elucidate the biological roles of miRNAs. To date, only two targets for wild soybean miRNAs have been identified by 5’RACE [46]. To identify the targets cleaved by the candidate miRNAs identified in the present study, the recently developed high-throughput degradome sequencing technology was adopted to perform a genome-wide analysis of the mRNAs potentially cleaved by the miRNAs [47]. 

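Degradome sequencing reads the 5′ ends of uncapped mRNA fragments, so that a miRNA-guided cut shows as reads that start at the cleavage site. One degradome library was made per condition, so there were no replicates here either. Additional file 2 gives 16979070 raw reads for the Al-free library and 16064291 for the Al-treated library, of which 16508834 and 15539593 carried the adaptor. The authors called cleaved targets with CleaveLand and ACGT301-DGE on the transcripts of *G. max* and deposited, for each library, the miRNA and the gene identifier of each target, with no measured value. The deposited lists held 46 lines for the Al-free library and 85 lines for the Al-treated library, which were 44 and 76 distinct pairs of a miRNA and a gene, and 41 and 70 distinct genes. In the Al-treated list Glyma02g04750 was repeated 8 times for gso-miR1510, for which Additional file 3 gives 8 genes. Alignment scores, cleavage sites, categories and abundances in tpb, the unit of Additional file 3, were taken from Additional file 3 and Table 4 and are the paper's values. The tpb values are relative to the reads with the adaptor, so that 1 read was worth 60.6 tpb in the Al-free library and 64.4 tpb in the Al-treated library, and the abundances are given below as reads at the site obtained in this way. A value under 1 read arises where a read that matched several transcripts was divided among them. Scaling by mapped reads, 8407136 and 7960260, would lower every such value in both libraries. A target was counted as found in a library when it was in the deposited list, and distinct genes were counted once. None of the 78 gene identifiers matched the gene table of the reference used here, so no coordinates or other names are given.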

In total, we obtained 16,979,070 and 16,064,291 raw reads from the Al-free and Al-treated libraries, respectively (Additional file 2). After removing the reads without the CAGCAG adaptor, 16,508,834 and 15,539,593 distinct reads in Al-free and Al-treated libraries, respectively, were obtained. The distinct sequences were aligned to the *G. max* genome database, and 8,407,136 and 7,960,260 reads from the Al-free and Al-treated libraries, respectively, were mapped to the genome. The mapped reads from the Al-free and Al-treated libraries represented 50,619 and 51,077 annotated *G. max* genes, respectively (Additional file 2). The CleaveLane pipeline reported previously was adopted to identify the sliced targets for the known miRNAs and novel miRNA candidates [61]. The sliced target transcripts were categorized into four groups according to the relative abundance of the tags at the target mRNA sites (Figure 4).

**Figure 4:**
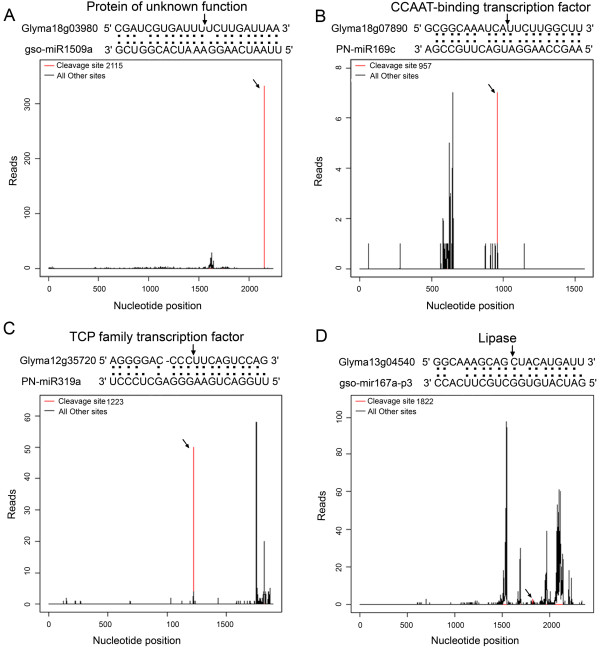
**T-plots of miRNA targets in the four different categories.** The T-plots show the distribution of the degradome tags along the full-length of the target mRNA sequence (bottom). The red line represents the sliced target transcripts and is shown by an arrow. The alignments show the miRNA with a portion of its target sequence (top). Two dots indicate matched RNA base pairs; one dot indicates a GU mismatch. The arrow shows the cleavage site. (**A**) Example of the category I target Glyma18g03980 for gso-miR1509a. (**B**) Example of the category II target Glyma18g07890 for PN-miR169c. (**C**) Example of the category III target Glyma12g35720 for PN-miR319a. (**D**) Example of the category IV target Glyma13g04540 for gso-mir167a-p3. The categories were based on the relative abundance of the tags at the target sites.

In total, 91 targets that could potentially be cleaved by the miRNAs were identified in the two libraries (Additional file 3, Table 4). 

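The deposited lists named 78 distinct genes in 86 distinct pairs of a miRNA and a gene, for 22 miRNAs. Of the genes, 8 were listed for 2 miRNAs. Counted in groups of targets of one miRNA with the same value at the site, which the same reads can give rise to, there were 49 groups. A site listed for 2 miRNAs was counted in a group of each. With the gso-miR1510 genes of the Al-treated library taken from Additional file 3 in place of the repeated line, the number of genes was 83.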

The AgriGO toolkit was used to do gene ontology (GO) analysis [62]. Of the 91 targets, 73 were found to have at least one GO annotation (Figure 5). More than 80% of the target genes were annotated as being involved in regulation of biological processes and this term was more enriched in the miRNA targets than in the soybean genes as a whole. The enrichment of genes involved in the regulation of biological processes may be consistent with the observation that miRNA targets are mainly involved in regulating development [26].

**Table 4:** Identified targets of the novel miRNAs in wild soybean

**miR_name**	**Target**	**Alignment score**	**Cleavage site**	**Al-treated**			**Al-free**			
				**Category**^**a**^	**Percentage of cleavage at the expected site**	**Reads at cleavage site (tpb)**^**b**^	**Category**	**Percentage of cleavage at the expected site**	**Reads at cleavage site (tpb)**	**Target gene family**
PC-46-5p	Glyma03g33240	1	2649	2	0.50%	96.53				Cation transporting ATPase
	Glyma05g23260	1.5	3244				2	0.68%	121.15	Protein tyrosine kinase
	Glyma13g03270	3.5	1559	2	1.33%	38.61	2	2.01%	60.57	TPR repeat-containing protein
	Glyma14g23650	3.5	961	2	1.06%	38.61	2	1.47%	60.57	TPR repeat-containing protein
	Glyma19g35960	1	2649	2	0.51%	96.53				Cation transporting ATPase
gso-mir167a-p3	Glyma13g04540	3.5	1822	3	0.07%	58.99				Lipase (class3)
PN-mir156f-p3	Glyma03g27590	3	333	2	0.17%	96.53	2	0.17%	121.15	Transcription elongation factor SPT6
	Glyma19g30560	3	206	2	0.14%	96.53	2	0.25%	121.15	Transcription elongation factor SPT6

a, The numbers represent the four category as follows: 0 indicates category I; 1 indicates category II; 2 indicates category III; 3 indicates category IV.

b, tpb, transcripts per billion.

**Figure 5:**
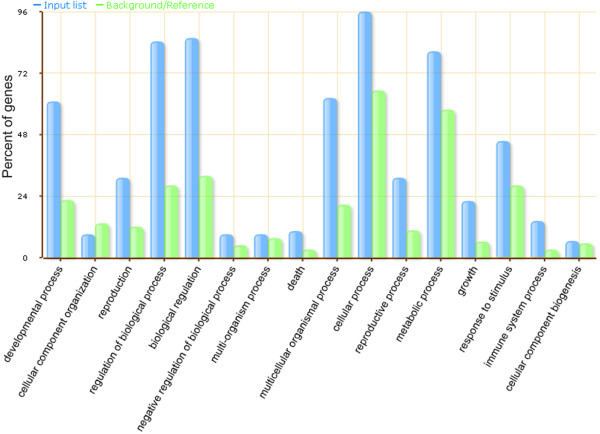
**GO analyses of the targets of the known and new miRNAs in *Glycine soja*.** Blue bars indicate the enrichment of the GO terms in the miRNA targets in GO. Green bars indicate the percentage of the total annotated soybean genes that were mapped to the GO terms.

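For known miRNAs and their p3/p5 strands, the deposited lists named 73 distinct genes in 81 distinct pairs of a miRNA and a gene. The miRNAs behind these pairs carried 18 different miRNA numbers, where PN-miR1509 and gso-miR1509 count as 1 number. With targets held to an alignment score of 3 or less, 66 of the genes were left.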

In our degradome dataset, 86 target transcripts for 17 known miRNA families were identified in the two libraries (Additional file 3). 

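Of the 73 genes targeted by known miRNAs, 31 (42.5%) were in both lists, 35 (47.9%) only in the Al-treated list and 7 (9.59%) only in the Al-free list. With the targets of PC-46-5p included, 33 of 78 genes were in both lists, 37 only in the Al-treated list and 8 only in the Al-free list. The Al-treated list thus held 82.2% of the genes found in one list only (95% exact interval from 67.9% to 92.0%, p = 1.54e-05, exact two-sided binomial test against an equal share). This test compares the 2 lists, and genes of one family that share reads are not independent of each other. Counted in groups of targets of one miRNA with the same value at the site, 20 groups were in both lists, 21 only in the Al-treated list and 8 only in the Al-free list, a share of 72.4% (exact p = 0.0241). A site listed for 2 miRNAs was counted in a group of each, so these groups are not independent either. The Myb genes were counted for PN-miR159 and again for PN-miR319. Glyma03g29900 and Glyma19g32800 were counted in the Al-treated list only for PN-miR157, though PN-miR156 had them in both lists. Among genes whose value stood for at least 2 reads in at least one library, 9 were found only in the Al-treated list and 4 only in the Al-free list, a share of 69.2% (interval from 38.6% to 90.9%, exact p = 0.267), and for known miRNAs alone 9 and 3, a share of 75.0% (exact p = 0.146). With the gso-miR1510 genes taken from Additional file 3, an alternative chosen after seeing the data, the same minimum left 9 and 2 genes (81.8%, exact p = 0.0654), and for known miRNAs alone 9 and 1 (90.0%, interval from 55.5% to 99.7%, exact p = 0.0215). The degradome libraries differed in depth by a ratio of 0.941, Al-treated over Al-free. 

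**Figure D3:**
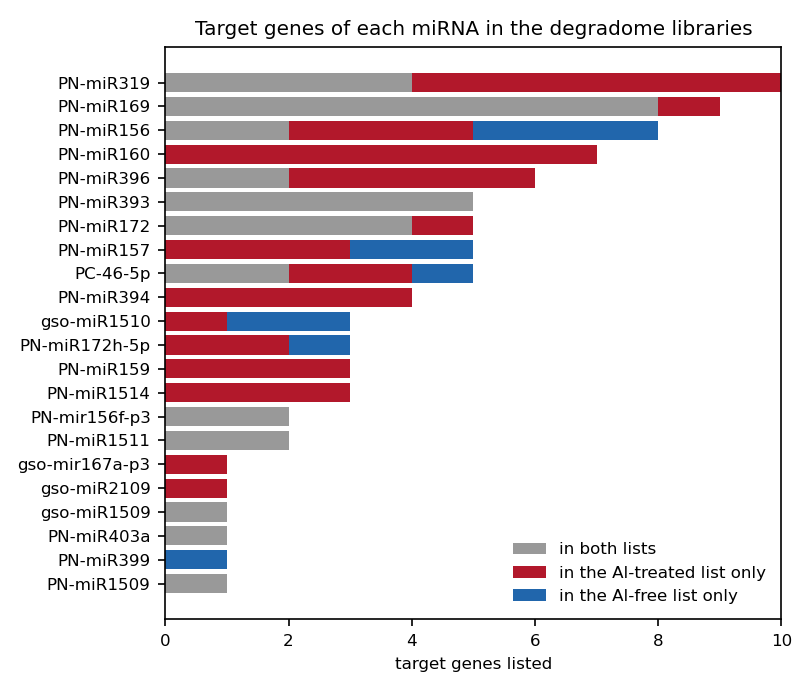
Number of distinct target genes per miRNA in the deposited lists of the degradome libraries, divided into genes in both lists, only in the Al-treated list and only in the Al-free list. PN-miR319, with 10 genes, and PN-miR169, with 9 genes, had the most targets.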

Of the 86 target transcripts, 34 (39.53%) were found in both libraries, 45 (52.33%) were found only in the Al-treated library, and seven (8.14%) were found only in the Al-free library, showing that miRNA-mediated target cleavage was stimulated by Al stress. Furthermore, among the 86 targets, 16 for five unconserved miRNA families, 66 for 12 conserved miRNA families and three for the two p3/p5 strands of known miRNA were identified (Additional file 3, Table 4). 

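By class, the pairs of the deposited lists were 62 for 12 conserved miRNAs, 11 for 6 unconserved miRNAs, 3 for 2 p3/p5 strands and 5 for 1 predicted candidate. PN-miR157, with 5 pairs, is not in Additional file 1 and was given no class. The p3/p5 strands were PN-mir156f-p3, with Glyma03g27590 and Glyma19g30560 in both lists, and gso-mir167a-p3, with Glyma13g04540 in the Al-treated list only at 0.917 reads.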

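The categories of the paper were joined to the 41 pairs of known miRNAs in the Al-free list and the 72 pairs in the Al-treated list. In the Al-treated list 21 pairs (29.2%) were in category I, 0 in category II, 45 (62.5%) in category III and 6 (8.33%) in category IV. In the Al-free list 8 pairs (19.5%) were in category I, 1 (2.44%) in category II, 26 (63.4%) in category III and 6 (14.6%) in category IV. Counted by distinct gene, category I held 17 genes of 66 in the Al-treated list and 6 genes of 38 in the Al-free list.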

When the transcript abundance and distribution patterns of the targets were analyzed in the two libraries, 23 (29.11%), 50 (63.29%) and six (7.60%) targets in the Al-treated library were found to be distributed into categories I, III and IV, respectively, and eight (19.51%), one (2.44%), 26 (63.41%) and six (14.63%) targets in the Al-free library were grouped into categories I, II, III and IV, respectively (Additional file 3).

In most cases, the identified miRNAs were predicted to cleave two or more different targets. For example, nine members of CCAAT-binding transcription factor family genes were predicted to be cleaved by PN-miR169 (identified in the Al-treated library), and PN-miR319 was predicted to slice eight genes belonging to the Myb and TCP families of transcription factors (T-plots of six of the targets are presented in Figure 6). In contrast, only one target each was identified for gso-miR1509, gso-miR2109 and PN-miR399 (Additional file 3). 

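Of the 22 miRNAs with listed targets, 6 had 1 target gene and the others had between 2 and 10. The largest numbers were 10 genes for PN-miR319, 9 for PN-miR169, 8 for PN-miR156 and 7 for PN-miR160.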

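By the paper's tpb values, the 8 genes of PN-miR169 in the Al-free list had between 1.58 and 13.0 reads at the site there, and the 9 genes in the Al-treated list had between 1.50 and 6.50 reads. For PN-miR319 the deposited lists named 10 genes, of which 8 are TCP transcription factors and 2 are Myb transcription factors by the annotation of the paper. Its TCP targets Glyma05g27370 and Glyma08g10350 each had 2 reads at the site in the Al-free library and 20 in the Al-treated library, a log2 ratio of 3.41 (interval from 1.37 to 6.55, p = 4.46e-05, exact two-sided binomial test on reads with the adaptor). The values of both genes were the same, so the same reads can stand behind both, and the test is a single result. If reads were divided between these genes, the test used fewer reads than there were. Glyma12g35720 and Glyma13g34690 had 7.50 reads in the Al-free library and 25.0 in the Al-treated library, and the other 4 TCP genes were in the Al-treated list only, with 0.500 to 1.00 reads.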

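The single target of gso-miR1509, Glyma18g03980, was in both lists with the paper's site at position 2155 of the transcript, category I in both libraries, and was also listed for PN-miR1509. The target of gso-miR2109, Glyma16g34000, was in the Al-treated list only, at 0.310 reads, and the target of PN-miR399, Glyma14g36650, in the Al-free list only, at 0.875 reads. Single targets were also listed for PN-miR403a, PN-miR1509 and gso-mir167a-p3.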

Interestingly, some transcripts were found to be regulated by pairs of miRNAs. For instance, PN-miR159 and PN-miR319 targeted two Myb family transcription factors (Glyma13g04030 and Glyma20g11040), and PN-miR156 and PN-miR157 sliced five members of the SBP domain protein family, suggesting that pairs of miRNAs might have a combinatorial function in gene regulation networks (Additional file 3).

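The Myb genes Glyma13g04030 and Glyma20g11040 were listed for both PN-miR159 and PN-miR319, at the same cleavage sites, positions 763 and 918 of the transcripts by the paper's values. The 5 SBP genes shared by PN-miR156 and PN-miR157 were Glyma02g30670, Glyma03g29900, Glyma05g38180, Glyma08g01450 and Glyma19g32800, each with the same site for both miRNAs and an alignment score of 1 for PN-miR156 and 2 for PN-miR157. Their values lay between 0.333 and 0.833 reads at the site, so that each rested on less than 1 read after reads were divided among transcripts. The small RNA lists named PN-miR157d, with 10 reads in the Al-free library and 9 in the Al-treated library.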

**Figure 6:**
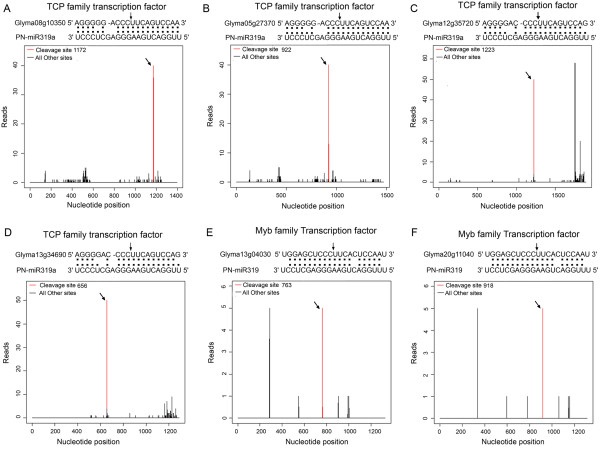
**T-plots of the targets cleaved by the miR319 family.** The T-plots show the distribution of the degradome tags along the full-length of the target mRNA sequence (bottom). The red line represents the sliced target transcripts and is shown by an arrow. The alignment shows the miRNA with a portion of its target sequence (top). The two dots indicate matched RNA base pairs; one dot indicates a GU mismatch. The arrow shows the cleavage site. (**A**, **B**, **C**, and **D**) Examples of different TCP transcription factors as targets for PN-miR319a. (**E**, **F**) Examples of different Myb transcription factors as targets for PN-miR319.

The GO annotations of the target transcripts in our study revealed that 52 of the targets that were cleaved by the eight conserved miRNA families played roles in transcription regulation. These miRNA families and their targets are highly conserved in plants, suggesting that the conserved miRNAs might act as master modulators in gene expression networks [26,36]. 

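Of the CCAAT-binding targets of PN-miR169, 8 were in both lists and 1, Glyma07g04050, was in the Al-treated list only, at 1.50 reads. Of the 8, 5 had fewer reads at the site in the Al-treated library and 3 had more. Glyma13g16770 and Glyma17g05920 had the most reads, 13.0 each in the Al-free library and 6.50 each in the Al-treated library, and Glyma19g38800 had 8.25 and 4.00. Glyma18g07890 had 3.50 reads in the Al-free library and 5.50 in the Al-treated library, where its category changed from II to I.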

Of the eight conserved miRNAs, PN-miR169 targeted nine CCAAT-binding transcription factors of which eight were found in both libraries; the other was found only in the Al-treated library (Additional file 3). In contrast, the auxin response factor and Myb transcription factor genes cleaved by miR160, miR159 and miR319, were found only in the Al-treated libraries. However, only three no apical meristem (NAM) protein genes out of the 16 targets cleaved by the unconserved miRNAs, were found to act as transcription factors. 

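The 7 auxin response factor genes of PN-miR160 and the 2 Myb genes were in the Al-treated list only. Of the auxin response factor genes, Glyma13g02410 and Glyma14g33730 had 11.0 reads each at the site, above the 3 reads that an absence from the other library allows. Their values were the same, so the same reads can stand behind both. The other auxin response factor genes had 0.767 reads each and the Myb genes 2.50 each. Fractional values are shares of reads divided among transcripts, so they cannot be set against a limit of whole reads. Of the TCP genes of PN-miR319, 4 were in both lists and 4 in the Al-treated list only.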

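The NAM genes Glyma07g05360, Glyma16g01930 and Glyma16g01940 were listed for PN-miR1514 in the Al-treated library only. Glyma07g05360 had 1.00 read at the site and the other 2 genes had 1.25 reads each. None of these values exceeded the 3 reads that an absence from the other library allows. Fractional values are shares of divided reads, so the whole reads behind these genes may be more and were not known.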

All other targets were annotated as involved in different biological functions, suggesting that the unconserved miRNAs might play special roles in gene expression networks.

However, in this study, we found only five unique transcripts belonging to three signal conduct gene families (cation transporting ATPase, protein tyrosine kinase, and TPR repeat-containing protein) cleaved by PC-46-5p. 

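PC-46-5p is a sequence of 16 nt, CTATATGATGAAGATA, and one of the shortest listed. Its 5 target genes were the same in the deposited lists and in Table 4, 3 of them in the Al-free list and 4 in the Al-treated list.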

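The TPR repeat-containing genes targeted by PC-46-5p, Glyma13g03270 and Glyma14g23650, were in both lists with 1.00 read in the Al-free library and 0.600 reads in the Al-treated library. The cation transporting ATPase genes had 1.50 reads in the Al-treated library, and the protein tyrosine kinase gene Glyma05g23260 had 2.00 reads in the Al-free library. No value of PC-46-5p exceeded 3 reads, and some were shares of reads divided among transcripts. Presence in one library only could thus not be distinguished from chance at this depth.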

Two TPR repeat-containing proteins were identified in both libraries, two cation transporting ATPases were found only in the Al-treated library and a protein tyrosine kinase was found only in the Al-free library. 

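By the values of Table 4, the alignment scores of the 5 genes targeted by PC-46-5p were 1 for the cation transporting ATPase genes, 1.5 for the kinase gene and 3.5 for the TPR repeat-containing genes, and each entry in either library carried category III.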

When the transcript abundance and distribution pattern of the five transcripts were analyzed, all of them fell into category III.

## Discussion

### Identification of wild soybean miRNAs by high-throughput sequencing

Recently, high-throughput sequencing has been used to systemically identify plant miRNAs responsive to abiotic stress in several plant species, and this has greatly advanced our knowledge of the miRNAs functions in stress tolerance [36,37,50]. To study the roles of miRNAs in gene regulation under Al stress, we constructed two libraries from the roots of wild soybean seedlings treated either with Al or without Al. The number of miRNAs identified in our study far exceeds the previous report in which only 15 conserved miRNAs and nine novel miRNAs were identified [46]. Of the miRNAs obtained by high-throughput sequencing, almost half (44.52%) of the known miRNAs had relatively low expression abundance (less than 10 raw reads) (Additional file 1), indicating that high-throughput sequencing is a most powerful strategy for the identification miRNAs, especially those with low expression levels, in plants. 

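Of the 179 known miRNAs and p3/p5 strands listed by name in the deposited files, 90 (50.3%) had fewer than 10 reads in both libraries. Among the 146 names of Additional file 1 the number was 62 (42.5%). With fewer than 10 reads in at least one library it was 110 of 179 (61.5%), and with the reads of both libraries added together 75 of 179 (41.9%).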

When we compared our miRNA dataset to the *G. soja* miRNAs reported previously, we found that most of the known miRNA families had been recovered; however, miR171 and gso-miR3522b were not found in our study (Additional file 1) [46]. This might be because different wild soybean seedling tissues were used in the two studies.

We found that only 10 conserved miRNAs belonging to seven conserved miRNA families were responsive to Al stress. However, 13 unconserved miRNAs and seven novel miRNAs were responsive to Al stress (Table 3). These results indicated that the unconserved miRNAs might play more important roles in the regulation of the plant’s tolerance to Al stress. 

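Among conserved miRNAs 9 of the 21 distinct sequences tested passed the fold threshold, 4 lower and 5 higher in the Al-treated library. Among unconserved miRNAs 10 of 26 passed, 3 lower and 7 higher, among p3/p5 strands 7 of 19, 1 lower and 6 higher and among predicted candidates 9 of 19, 4 lower and 5 higher. By listed name the numbers were 12 conserved and 11 unconserved miRNAs, 7 p3/p5 strands and 10 predicted candidates. The paper counts the 5 strands of Table 3 among the unconserved miRNAs, which with these numbered 16, and 18 with all 7 strands. In the exact binomial test 16 conserved, 17 unconserved and 11 predicted sequences had an adjusted p under 0.05. Whether the classes differ in these shares was not tested.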

A previous study of miRNAs in *M. truncatula* using a bioinformatic approach combined with validation by qRT-PCR, found that some conserved miRNAs, such as miR166 and miR398, were down-regulated, and some, miR171, miR319, miR393, and miR519, were up-regulated in response to Al stress [63]. Subsequently, in a high-throughput sequencing study in *M. truncatula*, miR160, miR319, miR396, miR1507 miR1510a and miR390 were found to be down-regulated after treatment with Al, while miR166 and miR171 were not responsive to Al [50]. 

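Besides PN-miR396a-1, the sequence of PN-miR396b and c was also higher in the Al-treated library, with 255 reads against 126 in the Al-free library, a log2 ratio of 0.86 (interval from 0.54 to 1.18, adjusted exact p = 1.05e-07), below the fold threshold. The miR396 sequences together had 207 and 931 reads, a log2 ratio of 2.01 (interval from 1.79 to 2.23). A second listed miR390 sequence, PN-miR390a-1, had 12 and 25 reads and a log2 ratio of 0.90 (interval from -0.15 to 2.03, adjusted exact p = 0.150), a difference within counting error.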

In this study, miR396 and miR390 were up-regulated in response to Al which are different from the results of Chen and coworkers [50] (Table 3). Furthermore, we found that miR1510a was not responsive to Al stress, while mir1510a-p5 was up-regulated under Al stress. 

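The mature sequence shared by gso-miR1510a and gso-miR1510b had a log2 ratio of 0.14 (interval from -0.12 to 0.40, adjusted exact p = 0.395), which was -0.25 when the libraries were scaled by their summed miRNA reads. The log2 ratio of gso-mir1510a-p5 exceeded that of this mature sequence by 1.76 (adjusted exact p = 0.0107, Fisher's exact test over 13 pairs of strands). gso-mir1510b-p5 had a log2 ratio of -0.06 (interval from -0.23 to 0.12, adjusted exact p = 0.623), which was 0.05 when the libraries were scaled by clean reads and -0.45 when they were scaled by summed miRNA reads (adjusted exact p = 2.05e-06, and from 0.146 to 0.762 under the other alternatives).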

The different results might be caused by differences in the genome and tolerance mechanisms between *M. truncatula* and *G. soja*.

Cross adaptation is a common phenomenon in plants exposed to different combinations of stresses [64]. Researches have revealed that some conserved miRNAs that are responsive to biotic and abiotic stresses might play roles in cross adaptation [50]. In this study, miR156 which were reported earlier to be down-regulated in response to cadmium treatment [65] were found to be down-regulated under Al stress. 

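The 3 sequences of the miR156 family together had 566 reads in the Al-free library and 338 in the Al-treated library, a log2 ratio of -0.90 (interval from -1.10 to -0.71). The lower number came from the sequence of PN-miR156b, c and d. The sequence of PN-miR156c, d, e and g had 195 and 197 reads, a log2 ratio of -0.14 (interval from -0.44 to 0.15, adjusted exact p = 0.428), within counting error except when the libraries were scaled by their summed miRNA reads, where it was -0.53 (adjusted exact p = 0.000686, and from 0.169 to 0.868 under the other scalings).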

In Arabidopsis, miR164 was reported to be induced by drought stress which cleaved the NAC1 transcription factor gene leading to the down-regulation of auxin signals and resulting in reduction in lateral root emergence [66]. 

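Normalized reads of PN-miR164, with the sequence TGGAGAAGCAGGGCACGTGCA, were 100.4 in the Al-free library and 11.4 in the Al-treated library. Under the other scalings of the libraries the log2 ratio lay between -3.53 and -3.04. PN-miR164a, a sequence that lacks its first base, had 1 read in each library.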

We found that miR164 was down-regulated under Al stress (Table 3, Figure 3). In plants, miR169 was found to be responsive to abiotic stresses such as cold, drought, and salinity [67-71]. Recently, miR169 were also found to be responsive to some biotic stresses such as a virulent form of the bacterium, *P. syringae pv. tomato* DC3000 in Arabidopsis [72] and *Fusarium virguliforme*, the causal agent of sudden death syndrome, in soybean [73]. Our high-throughput sequencing results showed that miR169 was down-regulated under Al stress (Table 3). These findings suggest that the conserved miRNAs might take part in cross adaptation to regulate plant tolerance to biotic and abiotic stresses.

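The 3 sequences of the miR169 family in Additional file 1 together had 36 reads in the Al-free library and 76 in the Al-treated library, a log2 ratio of 0.92 (interval from 0.33 to 1.53). Of these, PN-miR169c was past the fold threshold and higher in the Al-treated library. PN-miR169j-5p had 8 and 15 reads (log2 ratio 0.75, adjusted exact p = 0.394). PN-miR169j-3p had 11 and 14 reads (log2 ratio 0.19, adjusted exact p = 0.890), which was -0.20 when the libraries were scaled by their summed miRNA reads.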

### The targets of wild soybean miRNAs identified by high-throughput degradome sequencing

In plants, degradome sequencing has been shown to be an efficient strategy to identify targets of miRNAs [47,49,51]. In wild soybean, many miRNA targets have been predicted, but only two of them had been identified by 5^′^-RACE [46]. In this study, 86 target transcripts for 17 known miRNA families and 5 targets for a novel miRNA family were identified through degradome sequencing technology (Additional file 3, Table 4). Previous researches have revealed that miRNAs have a strong preference for genes associated with development, particularly for genes encoding transcription factors and F-box proteins [26]. We found that 52 of the targets for the conserved miRNAs were involved in transcription regulation (Additional file 4); they included the Myb, ARF, WRC, SBP, TCP, SPT6, AP2 and CCAAT type transcription factor gene families which are conserved in other plant species [74-77]. This result suggested that the targets of conserved miRNAs might participate in various aspects of plant development and stress responses and may act as the main nodes in gene expression networks in plants.

In our degradome sequencing experiment, we found 12 conserved miRNA families that had detectable cleavage targets. However, only six unconserved miRNAs and one novel miRNAs had detectable cleavage targets (Additional file 3, Table 4). 

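The miRNAs with listed targets carried 11 different numbers among the conserved miRNAs of Additional file 1 and 5 among the unconserved ones, where gso-miR1509 and PN-miR1509 share a number. PN-miR157 is in neither class, and 1 predicted candidate, PC-46-5p, had targets. Targets were also listed for miRNAs with few reads, such as those of PN-miR394, where PN-miR394a had 2 reads in the Al-free library and 1 in the Al-treated library, and of PN-miR399, where PN-miR399a had 1 read in each library.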

A similar result was reported in *M. truncatula*[36] and *G. max*[38]. There were two possible explanations for these results. First, in plants, the miRNA regulation mechanism is not only by mRNA cleavage but also by translational repression [24] and second, some targets could not be identified because of differences in the spatial or temporal expression of a miRNA and its target which might cause insufficient degradation of the target [78]. Here, while 16,508,834 and 15,539,593 distinct reads were obtained in the Al-free and Al-treated degradome libraries respectively, only 0.0039% and 0.0065% were identified as targets of miRNAs (Additional file 3, Table 4). The cleavage fragments that were not identified as targets of miRNAs might be caused by random cleavage during gene transcription or by other small interference RNAs.

Moreover, we found that the targets cleaved by miRNAs in the Al-treated library were different from those in the Al-free library. For example, the cleavage fragments of gso-miR2109, PN-miR1514, PN-miR159, PN-miR160, and PN-miR394 were found only in the Al-treated library. Furthermore, cleavage fragment of the eight genes targeted by gso-miR1510 were found in the Al-treated library, but only two of them were identified in the Al-free library (Additional file 3). 

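The 21 groups of targets found only in the Al-treated list had a median of 1.00 read at the site, from 0.310 to 14.0. Of these groups, 19 had a value of at most 3 reads, the number that an absence from the other library allows. The value of a group is the one that each of its genes carries, so reads divided among its genes can exceed it. An example is PN-miR396, with 2.80 reads at each of 4 genes. The 8 groups found only in the Al-free list had a median of 1.44 reads, from 0.333 to 19.0, and 6 of them had a value of at most 3 reads. The groups above 3 reads were Glyma04g39740 and Glyma12g27800, targets of gso-miR1510. Additional file 3 gives them 6 and 12 reads in the Al-treated library, where the deposited list repeats another gene. The 20 groups in both lists had a median of 4.75 reads, from 0.600 to 332. 

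**Figure D4:**
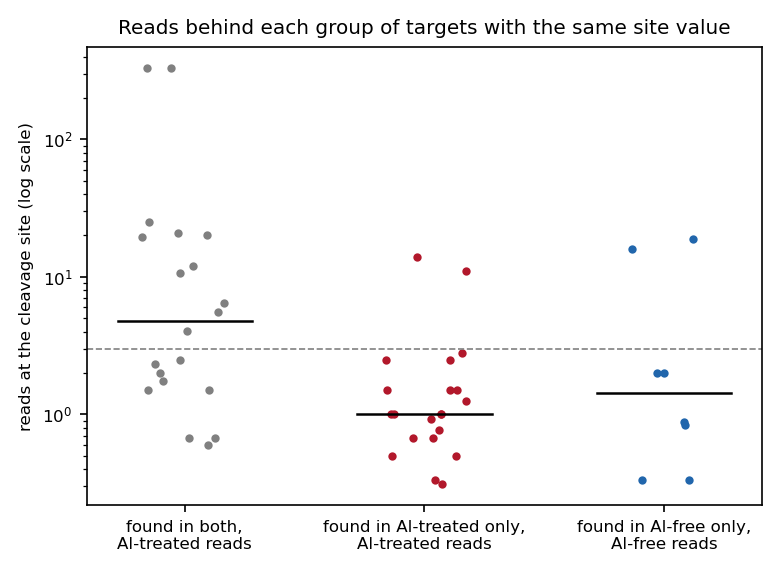
Reads at the cleavage site, by the paper's tpb values and on a log scale, of groups of targets of one miRNA with the same value, for groups in both lists, only in the Al-treated list and only in the Al-free list. Each point is a group at the value that each of its genes carries, black lines are medians (4.75, 1.00 and 1.44 reads) and the dashed line marks 3 reads.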

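In the deposited lists PN-miR160 had 7 target genes, PN-miR394 had 4, PN-miR159 and PN-miR1514 had 3 each and gso-miR2109 had 1, none of them in the Al-free list. The 4 F-box genes of PN-miR394 had 0.333 reads each at the site, and the third gene of PN-miR159, Glyma12g28990, had 1.00 read. gso-mir167a-p3 likewise had its only target in the Al-treated list.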

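The deposited Al-free list named Glyma04g39740 and Glyma12g27800 for gso-miR1510, and the Al-treated list named Glyma02g04750 alone, on repeated lines. With the 8 genes of Additional file 3 used for the Al-treated library, 35 of 83 target genes were in both libraries, 42 only in the Al-treated library and 6 only in the Al-free library. Glyma04g39740 had 19 reads at the site in the Al-free library and 6 in the Al-treated library by the values of Additional file 3, a log2 ratio of -1.58 (interval from -3.19 to -0.19, p = 0.0157, exact two-sided binomial test). Glyma12g27800 had 16 and 12 reads, a log2 ratio of -0.33 (interval from -1.54 to 0.84, exact p = 0.577).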

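PN-miR1514 had 0 target genes in the Al-free list and 3 in the Al-treated list, PN-miR396 had 2 and 6, and PN-miR169 had 8 and 9. The 4 growth regulating factor genes of PN-miR396 found only in the Al-treated list had 2.80 reads each at the site, and the 2 genes in both lists had 0.667 reads in each library.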

In our study, the number of genes cleaved by PN-miR1514, PN-miR396 and PN-miR169 which were up-regulated under Al stress was more in the Al-treated library than in Al-free library. In addition, more tags of target transcripts sliced by PN-miR1509, PN-miR393 and PN-miR403 which were up-regulated under Al stress were detected in the Al-free library (Additional file 3, Table 4). This indicated that Al exposure strongly affected the cleavage of target transcripts mediated by miRNAs.

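At Glyma18g03980, the target of PN-miR1509, the paper's tpb values stood for 225 reads in the Al-free library and 332 in the Al-treated library, a log2 ratio of 0.65 (interval from 0.40 to 0.90, p = 1.66e-07, exact two-sided binomial test). At Glyma20g02820, the target of PN-miR403a, they stood for 20 and 21 reads, a log2 ratio of 0.16 (interval from -0.80 to 1.12, exact p = 0.757), within counting error. The 5 genes of PN-miR393 had from 6.92 to 8.50 reads in the Al-free library and from 10.6 to 19.5 in the Al-treated library, all values that were divided among transcripts and were not tested. From the differences between the lists and in the tags at the sites, the paper concludes that Al exposure strongly affected the cleavage of targets mediated by miRNAs.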

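Of the families annotated in the paper, 1 NB-ARC gene, 3 NAM genes, 7 auxin response factor genes, 2 Myb genes and 2 cation transporting ATPase genes were in the Al-treated list only. Of the 6 genes annotated with leucine rich repeats, 1 was in the Al-treated list only and 5 were in both lists.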

The target transcripts for which cleavage fragments were found only in the Al-treated library were involved in stress responses and included the mRNAs for NB-ARC domain proteins, LRR domain protein, NAM protein, Myb family transcription factors, auxin response factor, and cation transporting ATPase. This finding might be the result of the temporal expression of miRNAs and their target genes. The NB-ARC, LRR and TIR domains have been identified in plant resistance proteins involved in pathogen recognition and subsequent activation of innate immune responses [79-81]. The cleavage of TIR-NBS-LRR type transcripts were reported in *M. truncatula* under mercury stress [36]. We found that NB-ARC domain, LRR domain and TIR domain transcripts (encoding the three domain TIR-NBS-LRR protein) were cleaved by the gso-miR1510 family of miRNAs. 

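The NB-ARC gene Glyma02g04750 had 1.50 reads at the site of gso-miR1510 in the Al-treated library. The leucine rich repeat gene found only in that library was the target of gso-miR2109, and the 5 in both lists, Glyma02g17170, Glyma10g02630, Glyma16g05500, Glyma19g27280 and Glyma19g39420, were targets of PN-miR393 that the paper annotates as also containing an F-box. The 2 TIR genes were in the Al-free list only, while Additional file 3 gives them for both libraries. Additional file 3 also gives 4 leucine rich repeat genes for gso-miR1510, in the Al-treated library only, that the deposited list does not name.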

Interestingly, the cleavage fragments of NB-ARC domain, LRR protein were found only in the Al-treated library (Additional file 3), suggesting that the TIR-NBS-LRR protein might take part in a regulating pathway involved in the recognition of biotic and abiotic stresses. The cleavage of the TIR-NBS-LRR protein under Al stress might result in the disruption of the immune system which might increase the susceptibility of the plant to other stresses.

The perception and transmission of stress signals mediated by hormones could play important roles in Al tolerance in plants. Recent studies revealed that the inhibition of root elongation, a typical symptom of Al toxicity, might be was caused by disruption of auxin distribution in roots [82,83]. It was reported that cleavage of the auxin response factor (ARF) by miR160 regulated the development of the root cap. In Arabidopsis, when miR160 was over-expressed, three ARF genes were barely detectable and the root length of the transgenic seedlings was reduced [84]. 

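Glyma13g02410 and Glyma14g33730, the auxin response factor genes of category I targeted by PN-miR160, had 11.0 reads each at the site in the Al-treated library, with an alignment score of 0.5 by the paper's values. The other 5, Glyma10g35480, Glyma11g20490, Glyma12g08110, Glyma12g29720 and Glyma20g32040, had 0.767 reads each. PN-miR160b had 191 reads in the Al-free library and 163 in the Al-treated library, a log2 ratio of -0.39 (interval from -0.70 to -0.08, adjusted exact p = 0.0222), which was -0.28 with an adjusted exact p of 0.107 when the libraries were scaled by clean reads and had an adjusted exact p from 1.6e-06 to 0.107 under the other scalings.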

In the present study, seven genes belonging to the ARF family were found to be cleaved by miR160 only in the Al-treated library (Additional file 3). Previously, NAC1 was found to mediate auxin signaling to promote lateral root development [85,86]. Transgenic plants expressing antisense NAC1 cDNA show a reduction of lateral roots. The no apical meristem protein is a member of the NAC domain superfamily. In the Al-treated library, no apical meristem was detected to be cleaved by PN-miR1514 (Additional file 3) and the expression of PN-miR1514 was found to be up-regulated under Al stress. These results suggest that the cleavage of ARF transcripts by miR160 and NAM transcripts by miR1514 might be involved in the plant’s response to auxin which may regulate the inhibition of root development under Al toxicity. 

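The sequences of PN-miR1514a and PN-miR1514b together had 12 reads in the Al-free library and 54 in the Al-treated library, a log2 ratio of 2.01 (interval from 1.09 to 3.05). PN-miR1514b alone had 1 and 3 reads, too few to show a difference. The paper reports that its qRT-PCR of PN-miR1514a did not follow the pattern of the sequencing. The NAM genes had only 1.00 to 1.25 reads each at the site in the Al-treated library. Because reads were divided among transcripts, it is not known whether their absence from the Al-free library exceeded counting error.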

In *G. max*, ABA accumulation was induced by Al treatment, and the tendency of ABA to be distributed in the Al-exposed root was shown by a split-root experiment [87]. Research revealed that the Myb transcription factors might take part in the response to ABA accumulation, and the cleavage of Myb transcription factors mediated by miR159 has been reported in Arabidopsis under drought stress [88]. We also found that the cleavage of Myb transcription factors was mediated by miR159 in *G. soja* in this study (Additional file 3). Together these results indicated that the cleavage of hormone-related genes might affect the response of wild soybean to hormones potentially affecting the plant’s tolerance to Al stress and causing metabolic dysfunction.

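The Myb genes targeted by PN-miR159 were of category I in the Al-treated library, with an alignment score of 3.5 for PN-miR159 and 4 for PN-miR319 by the paper's values. PN-miR159c, the other miR159 sequence in Additional file 1, had 1 read in each library.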

Peroxide stress often occurs concurrently with Al stress. It has been shown that activated antioxidative enzymes and other antioxidant metabolites are beneficial for plant growth under Al stress, because they may contribute to the removal of excess reactive oxygen species and inhibit lipid peroxidation [89]. Cation transporting ATPase has been reported to plays significant roles in adaptive responses to oxidative stress by removing excessive Ca^2+^ from the cytosol [90,91]. 

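The cation transporting ATPase genes listed for PC-46-5p were Glyma03g33240 and Glyma19g35960, both with the paper's site at position 2649 of the transcript. They had the same value at the site, so that the same reads can stand behind both. PC-46-5p itself was lower in the Al-treated library, with an interval of the log2 ratio from -1.90 to -0.45.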

The cleavage of the transcripts of the cation transporting ATPase by PC-46-5p might play a role in antioxidative systems induced by Al toxicity (Additional file 3).

## Conclusions

In our study, two samll RNA libraries and two degradome libraries were constructed from the roots of wild soybean seedlings for deep sequencing. We obtained a total of 8,616,284 and 8,712,410 raw sequences from the Al-treated and Al-free libraries, respectively, and predicted 31 new miRNAs in wild soybean by bioinformatic analysis. We discovered 30 miRNAs that were responsive to Al^3+^. These findings provided valuable information for the identification of miRNAs in wild soybean and could be used for the functional characterization of miRNAs in the response of legume plants to Al^3+^ phytotoxicity. Through degradome sequencing, we detected 91 targets cleavage by conserved, unconserved and novel miRNAs in wild soybean. Some of miRNAs and their targets were related to biotic and abiotic stresses. The expressions of the miRNAs and targets identified in our study were shown to be regulated by Al stress. This finding suggests that Al can trigger protective mechanisms involving miRNAs that can improve the plant’s tolerance to Al toxicity. The identification of the new candidate miRNAs and their target genes should contribute to our understanding of gene regulatory frameworks in plants, and may provide insights into the role of miRNAs and their targets in regulating plant tolerance to Al stress.

## Methods

### Plant culture and treatment

Wild soybean seeds (BW69) were grown in a chamber with the following settings: 70% relative humidity, 28°C / 25°C and a light regime of 14 h light / 10 h dark. Before sowing, episperm of seeds were cut carefully using a knife. The seed surface was sterilized with 70% ethanol for 30 s and subsequently washed in deionized water. Then, seeds were sown in quartz sand and left for 4 d to germinate. Germinated seedlings were then transferred into growth boxes. Sixty seedlings were cultured in a 6 L vessel containing a nutrient solution made up of 0.75 mM KNO_3_, 0.25 mM Ca(NO_3_)_2_.4 H_2_O, 0.325 mM MgSO_4_.7 H_2_O, 20 μM Fe(III)-EDTA, 8 μM H_3_BO_3_, 10 μM KH_2_PO_4_, 0.2 μM (NH_4_)_6_MO_7_O_2_.4 H_2_O, 0.2 μM CuSO_4_.5 H_2_O, 0.2 μM ZnSO_4_.7 H_2_O and 0.2 μM MnCl_2_.4 H_2_O. Two days after transplanting, the seedlings were transferred into nutrient solution with either 0 (Al-free) or 50 (Al-treated) μM AlCl_3_ (pH 4.5). Roots 10 cm from the root apex were harvested at 1, 3, 6, 12, 24, 48 and 96 h after the initiation of Al stress. The samples were immediately frozen in liquid nitrogen, and stored at −80°C. To minimize biological variance, 20 roots from 4 repeats were pooled.

### Small RNA library construction, sequencing and sequencing data analysis

Two sets of sample were prepared; one set was derived from the Al-treated roots harvested at 1, 3, 6, 12, 24, 48 and 96 h time points and the other set was from the Al-free roots harvested at the same time points. Total RNA was isolated with the Total RNA Purification Kit (Norgen Biotek Corporation, Thorold, Canada) according to the manufacturer’s instructions. Small RNA libraries were generated from the two samples using the Illumina Truseq Small RNA Preparation kit (Illumina, San Diego, USA) according to Illumina’s TruSeq Small RNA Sample Preparation Guide. The purified cDNA library was used for cluster generation on Illumina’s Cluster Station and then sequenced on an Illumina GAIIx (Illumina) following the vendor’s instructions for running the instrument. Raw sequencing reads were obtained using Illumina’s Sequencing Control Studio software version 2.8 (SCS v2.8) (Illumina) following real-time sequencing image analysis and base-calling by Illumina's Real-Time Analysis version 1.8.70 (RTA v1.8.70) (Illumina). A proprietary pipeline script, ACGT101-miR v4.2 (LC Sciences, Houston, TX, USA), was used for sequencing data analysis (Li *et al.* 2010; Wei *et al.* 2011). Because of the limited sequence information for wild soybean, the *G. max* database was employed for identification of the miRNAs and for the prediction of secondary structure [56]. Then we blasted all our predicted precursors to 18,511 ESTs and 180153 GSSs of *G. soja* registered in ncbi [92], and we gave an instruction of all the precursor sequences whether they could be mapped to *G. soja* EST or GSS.

### Degradome library construction and bioinformatics analysis

The wild soybean root degradome library was constructed following the methods described previously by German and coworkers [48]. The *G. max* database and transcript sequences were used as the reference sequences [56]. The publicly available CleaveLand 3.0 software package and the ACGT301-DGEv1.0 program (LC Sciences, Houston, TX, USA) were used to detect potentially sliced targets of the known and novel miRNA identified by high-throughput sequencing and degradome analysis [47,61]. The *G. soja* miRNA to *G. max* sequence alignments were then scored as follow: mismatched pairs or single nucleotide bulges were each scored as 1 and GU pairs were scored as 0.5. The mismatched and GU pair scores within the core segment (at positions 2–13) were doubled. All targets were classified into four categories based on the abundance of the resulting mRNA tag relative to the overall profile of degradome reads that matched the target [47,61]. In category I, the abundance of cleavage sequences was equal to the most abundant degradome sequences on the transcript, and there was only one maximum on the transcript; in category II, the abundance of the degradome sequences at the cleavage site was equal to the maximum abundance on the transcript, and there was more than one maximum on the transcript; in category III, the abundance of cleavage sequences was less than the maximum but higher than the median for the transcript; in category IV, the abundance at cleavage site was equal to or less than the median for the transcripts. The optimized score thresholds were set to 4.5 for category I, 4 for category II, 3.5 for category III, and 3 for category IV. These thresholds were used to select the resulting output. The gene ontology (GO) analysis of the candidate target transcripts of the known and new miRNAs identified in this study was performed using the AgriGO toolkit [62].

### Quantitative real-time PCR

Total RNA was extracted from the *G. soja* roots from Al-free and Al-treated samples with TRIZOL reagent following the manufacturer’s instructions (Invitrogen). These samples were collected at the same time as those for miRNAs and degradome sequencing. The total RNA (1 μg) was treated with DNase I and reverse-transcribed using miRNA specific stemloop primers (Additional file 5), reverse-transcriptase and deoxynucleotide triphosphates. qRT-PCR analysis was carried out using the SsoFast EvaGreen Supermix kit (BIO-RAD) in a CXF96 (BIO-RAD) qRT-PCR System with 166 ng cDNA and 6 pmol of each gene-specific primer (Additional file 5). The analysis was performed using two independent cDNA preparations and triplicate PCR reactions. The relative expression ratio was calculated using the 2^-ΔΔCt^ method with ACT3 as the reference gene.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

ZQY participated in the study design, carried out the material preparation, miRNA sequencing and degradome sequencing data analysis, participated in the qRT-PCR experiments, and drafted the manuscript. YCY participated in the design of the study and assisted with miRNA sequencing, degradome sequencing data analysis, and participated in writing the manuscript. MQB and LXP participated in the design of the study. DWW participated in the qRT-PCR experiments. NH participated in the study design and coordination, and helped with the manuscript editing. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Identification of known miRNAs obtained by high-throughput sequencing.** Detailed information of total known miRNAs identified in this study. Click here for file

Additional file 2 **Summary of data in the degradome library.** Detailed information of the raw data obtained from degradome sequencing and the distribution of the sequences. Click here for file

Additional file 3: **Targets mRNAs of the known miRNAs in wild soybean.** Detailed information of the targets cleaved by the known miRNAs in this study. Click here for file

Additional file 4 **The distribution of the transcription regulators cleaved by known miRNAs.** The percentage indicates proportion of the different transcription regulators out of the total number of transcription regulators for the known miRNAs. CCAAT, CCAAT-binding transcription factor; Myb, Myb family of transcription factors; SBP, SBP domain proteins; TCP, TCP family of transcription factors; SPT6, transcription elongation factor SPT6; WRC, growth regulating factor; AP2, AP2 domain protein; ARF, auxin response factor. Click here for file

Additional file 5 **The stemloop primers and qRT-PCR primers for the 10 selected miRNAs.** Detailed information of stem loop primers and qRT-PCR primers. Click here for file

## References

[B1] HymowitzTOn the domestication of the soybeanEconomic Botany197024408421

[B2] GeYZhuYLvDDongTWangWTanSLiuCZouPResearch on responses of wild soybean to alkaline stressPratacultural Science2009264752

[B3] GeYLiYZhuYBaiXLvDGuoDJiWCaiHGlobal transcriptome profiling of wild soybean roots under NaHCO3 treatmentBMC Plant Biol2010101532065398410.1186/1471-2229-10-153PMC3017823

[B4] AladdinHXuDConserved salt tolerance quantitative trait locus (QTL) in wild and cultivated soybeansBreeding Science200858355359

[B5] TuyenDLalSXuDIdentification of a major QTL allele from wild soybean (Glycihe soja Sieb. & Zucc.) for increasing alkaline salt tolerance in soybeanTheor Appl Genet20101212292362020431910.1007/s00122-010-1304-y

[B6] HytenDSongQZhuYChoiINelsonRCostaJSpechtJShoemakerRCreganPImpacts of genetic bottlenecks on soybean genome diversityProc Natl Acad Sci USA200610316666166711706812810.1073/pnas.0604379103PMC1624862

[B7] LamHMXuXLiuXChenWYangGWongFLLiMWHeWQinNWangBResequencing of 31 wild and cultivated soybean genomes identifies patterns of genetic diversity and selectionNat Genet20104212105310592107640610.1038/ng.715

[B8] KimMYLeeSVanKKimTHJeongSCChoiIYKimDSLeeYSParkDMaJWhole-genome sequencing and intensive analysis of the undomesticated soybean (Glycine soja Sieb. and Zucc.) genomeProc Natl Acad Sci USA20101075122032220372113157310.1073/pnas.1009526107PMC3009785

[B9] KochianLVHoekengaOAPinerosMAHow do crop plants tolerate acid soils? Mechanisms of aluminum tolerance and phosphorous efficiencyAnnu Rev Plant Biol2004554594931537722810.1146/annurev.arplant.55.031903.141655

[B10] MaJFSyndrome of aluminum toxicity and diversity of aluminum resistance in higher plantsInternational Review of Cytolog200726422525210.1016/S0074-7696(07)64005-417964924

[B11] KochianLPiñerosMHoekengaOThe physiology, genetics and molecular biology of plant aluminum resistance and toxicityPlant Soil20052741175

[B12] DelhaizeERyanPRHebbDMYamamotoYSasakiTMatsumotoHEngineering high-level aluminum tolerance in barley with the ALMT1 geneProc Natl Acad Sci USA20041014215249152541547198910.1073/pnas.0406258101PMC524075

[B13] HuangCFYamajiNMitaniNYanoMNagamuraYMaJFA bacterial-type ABC transporter is involved in aluminum tolerance in ricePlant Cell20092126556671924414010.1105/tpc.108.064543PMC2660611

[B14] LiuJMagalhaesJVShaffJKochianLVAluminum-activated citrate and malate transporters from the MATE and ALMT families function independently to confer Arabidopsis aluminum tolerancePlant J20095733893991882642910.1111/j.1365-313X.2008.03696.x

[B15] HuangCFYamajiNChenZMaJFA tonoplast-localized half-size ABC transporter is required for internal detoxification of aluminum in ricePlant J20126958578672203521810.1111/j.1365-313X.2011.04837.x

[B16] SasakiTYamamotoYEzakiBKatsuharaMAhnSRyanPDelhaizeEE MH: A wheat gene encoding an aluminum-activated malate transporterPlant J2004376456531487130610.1111/j.1365-313x.2003.01991.x

[B17] IuchiSKoyamaHIuchiAKobayashiYKitabayashiSKobayashiYIkkaTHirayamaTShinozakiKKobayashiMZinc finger protein STOP1 is critical for proton tolerance in Arabidopsis and coregulates a key gene in aluminum toleranceProc Natl Acad Sci USA200710423990099051753591810.1073/pnas.0700117104PMC1887543

[B18] YamajiNHuangCFNagaoSYanoMSatoYNagamuraYMaJFA zinc finger transcription factor ART1 regulates multiple genes implicated in aluminum tolerance in ricePlant Cell20092110333933491988079510.1105/tpc.109.070771PMC2782276

[B19] Bianchi-HallCMThomasECarterJBaileyMAlEAluminum tolerance associated with quantitative trait loci derived from soybean PI 416937 in hydroponicsCrop Science200040538545

[B20] NianHYangZHuangHYanXMatsumotoHCitrate secretion induced by aluminum stress may not be a key mechanism responsible for differential aluminum tolerance of some soybean genotypesJournal of Plant Nutrition20042720472066

[B21] ErmolayevVWeschkeWManteuffelRComparison of Al-induced gene expression in sensitive and tolerant soybean cultivarsJ Exp Bot200354274527561462394310.1093/jxb/erg302

[B22] RaglandMSolimanKTwo genes induced by Al in soybean rootsPlant Physiol19971143959159957

[B23] DuressaDSolimanKChenDIdentification of aluminum responsive genes in Al-tolerant soybean line PI 416937International Journal of Plant Genomics2010201011310.1155/2010/164862PMC295281420953355

[B24] BrodersenPSakvarelidze-AchardLBruun-RasmussenMDunoyerPYamamotoYYSieburthLVoinnetOWidespread translational inhibition by plant miRNAs and siRNAsScience2008320118511901848339810.1126/science.1159151

[B25] BartelDPMicroRNAs: target recognition and regulatory functionsCell20091362152331916732610.1016/j.cell.2009.01.002PMC3794896

[B26] Jones-RhoadesMWBartelDPBartelBMicroRNAS and their regulatory roles in plantsAnnu Rev Plant Biol20065719531666975410.1146/annurev.arplant.57.032905.105218

[B27] MalloryACVaucheretHFunctions of microRNAs and related small RNAs in plantsNat Genet200638S31S361673602210.1038/ng1791

[B28] Ruiz-FerrerVVoinnetORoles of plant small RNAs in biotic stress responsesAnnu Rev Plant Biol2009604855101951921710.1146/annurev.arplant.043008.092111

[B29] FahlgrenNHowellMDKasschauKDChapmanEJSullivanCMCumbieJSGivanSALawTFGrantSRDanglJLHigh-throughput sequencing of Arabidopsis microRNAs: evidence for frequent birth and death of MIRNA genesPLoS One200722e2191729959910.1371/journal.pone.0000219PMC1790633

[B30] SunkarRZhouXZhengYZhangWZhuJIdentification of novel and candidate miRNAs in rice by high throughput sequencingBMC Plant Biol20088251831264810.1186/1471-2229-8-25PMC2292181

[B31] ZhaoCZXiaHFrazierTPYaoYYBiYPLiAQLiMJLiCSZhangBHWangXJDeep sequencing identifies novel and conserved microRNAs in peanuts (Arachis hypogaea L.)BMC Plant Biol20101032004769510.1186/1471-2229-10-3PMC2826338

[B32] ChiXYangQChenXWangJPanLChenMYangZHeYLiangXYuSIdentification and characterization of microRNAs from peanut (Arachis hypogaea L.) by high-throughput sequencingPLoS One2011611e275302211066610.1371/journal.pone.0027530PMC3217988

[B33] LiYZhangQZhangJWuLQiYZhouJMIdentification of microRNAs involved in pathogen-associated molecular pattern-triggered plant innate immunityPlant Physiol20101524222222312016421010.1104/pp.109.151803PMC2850012

[B34] ChenLZhangYRenYXuJZhangZWangYGenome-wide identification of cold-responsive and new microRNAs in Populus tomentosa by high-throughput sequencingBiochemical and Biophysical Research Communication201141789789610.1016/j.bbrc.2011.12.07022209794

[B35] WangTChenLZhaoMTianQZhangWIdentification of drought-responsive microRNAs in Medicago truncatula by genome-wide high-throughput sequencingBMC Genomics2011123672176249810.1186/1471-2164-12-367PMC3160423

[B36] ZhouZSZengHQLiuZPYangZMGenome-wide identification of Medicago truncatula microRNAs and their targets reveals their differential regulation by heavy metalPlant Cell Environ201235186992189569610.1111/j.1365-3040.2011.02418.x

[B37] LiHDongYYinHWangNYangJLiuXWangYWuJLiXCharacterization of the stress associated microRNAs in Glycine max by deep sequencingBMC Plant Biol2011111702211217110.1186/1471-2229-11-170PMC3267681

[B38] SongQXLiuYFHuXYZhangWKMaBChenSYZhangJSIdentification of miRNAs and their target genes in developing soybean seeds by deep sequencingBMC Plant Biol20111152121959910.1186/1471-2229-11-5PMC3023735

[B39] SubramanianSFuYSunkarRBarbazukWBZhuJKYuONovel and nodulation-regulated microRNAs in soybean rootsBMC Genomics200891601840269510.1186/1471-2164-9-160PMC2335117

[B40] WangYLiPCaoXWangXZhangALiXIdentification and expression analysis of miRNAs from nitrogen-fixing soybean nodulesBiochemical and Biophysical Research Communication2009378479980310.1016/j.bbrc.2008.11.14019084500

[B41] WongCEZhaoYTWangXJCroftLWangZHHaerizadehFMattickJSSinghMBCarrollBJBhallaPLMicroRNAs in the shoot apical meristem of soybeanJournal of Experimental Botony20116282495250610.1093/jxb/erq43721504877

[B42] Yong-xinLWeiCYing-pengHQuanZMao-zuGWen-binLIn silico detection of novel MicroRNAs genes in soybean genomeAgricultural Sciences in China20111013361345

[B43] ZhangBPanXStellwagEJIdentification of soybean microRNAs and their targetsPlanta200822911611821881580510.1007/s00425-008-0818-x

[B44] JingWChun-yanLLi-weiZJia-linWGuo-huaHJun-jieDQing-shanCMicroRNAs Involved in the Pathogenesis of Phytophthora Root Rot of Soybean (Glycine max)Agricultural Sciences in China20111011591167

[B45] KulcheskiFRde OliveiraLFMolinaLGAlmeraoMPRodriguesFAMarcolinoJBarbosaJFStolf-MoreiraRNepomucenoALMarcelino-GuimaraesFCIdentification of novel soybean microRNAs involved in abiotic and biotic stressesBMC Genomics2011123072166367510.1186/1471-2164-12-307PMC3141666

[B46] ChenRHuZZhangHIdentification of microRNAs in wild soybean (Glycine soja)J Integr Plant Biol20095112107110792002155410.1111/j.1744-7909.2009.00887.x

[B47] Addo-QuayeCEshooTWBartelDPAxtellMJEndogenous siRNA and miRNA targets identified by sequencing of the Arabidopsis degradomeCurr Biol200818107587621847242110.1016/j.cub.2008.04.042PMC2583427

[B48] GermanMAPillayMJeongDHHetawalALuoSJJanardhananPKannanVRymarquisLANobutaKGermanRPaoliEDLuCSchrothGMeyersBCGreenPJGlobal identification of microRNA-target RNA pairs by parallel analysis of RNA endsNat Biotechnol2008269419461854205210.1038/nbt1417

[B49] LiYFZhengYAddo-QuayeCZhangLSainiAJagadeeswaranGAxtellMJZhangWSunkarRTranscriptome-wide identification of microRNA targets in ricePlant J20106257427592020217410.1111/j.1365-313X.2010.04187.x

[B50] ChenLWangTZhaoMTianQZhangWHIdentification of aluminum-responsive microRNAs in Medicago truncatula by genome-wide high-throughput sequencingPlanta201223523753862190975810.1007/s00425-011-1514-9

[B51] PantaleoVSzittyaGMoxonSMiozziLMoultonVDalmayTBurgyanJIdentification of grapevine microRNAs and their targets using high-throughput sequencing and degradome analysisPlant J20106269609762023050410.1111/j.0960-7412.2010.04208.x

[B52] MartinezGFormentJLlaveCPallasVGomezGHigh-throughput sequencing, characterization and detection of new and conserved cucumber miRNAsPLoS One201165e195232160361110.1371/journal.pone.0019523PMC3095615

[B53] SongCWangCZhangCKorirNKYuHMaZFangJDeep sequencing discovery of novel and conserved microRNAs in trifoliate orange (Citrus trifoliata)BMC Genomics2010114312062689410.1186/1471-2164-11-431PMC2996959

[B54] The Rfam databaseftp://ftp.sanger.ac.uk/pub/databases/Rfam/9.1/

[B55] The Repbase databasehttp://www.girinst.org/repbase/update/index.html

[B56] The Glysince max databaseftp://ftp.jgi-psf.org/pub/JGI_data/phytozome/v7.0/Gmax/annotation/Gmax_109_transcript.fa.gz

[B57] MeyersBCAxtellMJBartelBBartelDPBaulcombeDBowmanJLCaoXCarringtonJCChenXGreenPJCriteria for Annotation of Plant MicroRNAsPlant Cell200820318631901907468210.1105/tpc.108.064311PMC2630443

[B58] RajagopalanRVaucheretHTrejoJBartelDPA diverse and evolutionarily fluid set of microRNAs in Arabidopsis thalianaGenes Dev20062024340734251718286710.1101/gad.1476406PMC1698448

[B59] AmbrosVBartelBBartelDPBurgeCBCarringtonJCChenXDreyfussGEddySRGriffiths-JonesSMarshallMA uniform system for microRNA annotationRNA2003932772791259200010.1261/rna.2183803PMC1370393

[B60] ZukerMMfold web server for nucleic acid folding and hybridization predictionNucleic Acids Res20033113340634151282433710.1093/nar/gkg595PMC169194

[B61] Addo-QuayeCSnyderJAParkYBLiYFSunkarRAxtellMJSliced microRNA targets and precise loop-first processing of MIR319 hairpins revealed by analysis of the Physcomitrella patens degradomeRNA20091512211221211985091010.1261/rna.1774909PMC2779683

[B62] DuZZhouXLingYZhangZSuZagriGO: a GO analysis toolkit for the agricultural communityNucleic Acids Res201038Web Server issueW64W702043567710.1093/nar/gkq310PMC2896167

[B63] ZhouZSHuangSQYangZMBioinformatic identification and expression analysis of new microRNAs from Medicago truncatulaBiochemical and Biophysical Research Communication2008374353854210.1016/j.bbrc.2008.07.08318662674

[B64] SabehatAWeissDLurieSHeat-shock proteins and cross-tolerance in plantsPhysiol Plant1998103437441

[B65] DingYChenZZhuCMicroarray-based analysis of cadmium-responsive microRNAs in rice (Oryza sativa)J Exp Bot20116210356335732136273810.1093/jxb/err046PMC3130178

[B66] GuoHSXieQFeiJFChuaNHMicroRNA directs mRNA cleavage of the transcription factor NAC1 to down-regulate auxin signals for Arabidopsis lateral root developmentPlant Cell2005175137613861582960310.1105/tpc.105.030841PMC1091761

[B67] ZhaoBLiangRGeLLiWXiaoHLinHRuanKJinYIdentification of drought-induced microRNAs in riceBiochemical and Biophysical Research Communication2007354258559010.1016/j.bbrc.2007.01.02217254555

[B68] LiuHHTianXLiYJWuCAZhengCCMicroarray-based analysis of stress-regulated microRNAs in Arabidopsis thalianaRNA20081458368431835653910.1261/rna.895308PMC2327369

[B69] ZhaoBGeLLiangRLiWRuanKLinHJinYMembers of miR-169 family are induced by high salinity and transiently inhibit the NF-YA transcription factorBMC Mol Biol200910291935141810.1186/1471-2199-10-29PMC2670843

[B70] ZhouLLiuYLiuZKongDDuanMLuoLGenome-wide identification and analysis of drought-responsive microRNAs in Oryza sativaJ Exp Bot201061415741682072948310.1093/jxb/erq237

[B71] LiWXOonoYZhuJHeXJWuJMIidaKLuXYCuiXJinHZhuJKThe Arabidopsis NFYA5 transcription factor is regulated transcriptionally and post-transcriptionally to promote drought resistancePlant Cell2008208223822511868254710.1105/tpc.108.059444PMC2553615

[B72] ZhangWGaoSZhouXChellappanPChenZZhouXZhangXFromuthNCoutinoGCoffeyMBacteria-responsive microRNAs regulate plant innate immunity by modulating plant hormone networksPlant Mol Biol2011751–2931052115368210.1007/s11103-010-9710-8PMC3005105

[B73] RadwanOLiuYCloughSJTranscriptional analysis of soybean root response to Fusarium virguliforme, the causal agent of sudden death syndromeMolecula Plant-Microbe Interactions201124895897210.1094/MPMI-11-10-027121751852

[B74] RhoadesMWReinhartBJLimLPBurgeCBBartelBBartelDPPrediction of plant microRNA targetsCell200211045135201220204010.1016/s0092-8674(02)00863-2

[B75] Jones-RhoadesMWBartelDPComputational identification of plant microRNAs and their targets, including a stress-induced miRNAMol Cell20041467877991520095610.1016/j.molcel.2004.05.027

[B76] SunkarRGirkeTJainPKZhuJKCloning and characterization of microRNAs from ricePlant Cell2005175139714111580547810.1105/tpc.105.031682PMC1091763

[B77] BuhtzASpringerFChappellLBaulcombeDCKehrJIdentification and characterization of small RNAs from the phloem of Brassica napusPlant J20085357397491800522910.1111/j.1365-313X.2007.03368.x

[B78] KuriharaYKaminumaEMatsuiAKawashimaMTanakaMMorosawaTIshidaJMochizukiYShinozakiKToyodaTTranscriptome Analyses Revealed Diverse Expression Changes in ago1 and hyl1 Arabidopsis MutantsPlant and Cell Phydiology2009501715172010.1093/pcp/pcp10919633021

[B79] ErikAVan DerBJonathanDGJThe NB-ARC domain: a novel signalling motif shared by plant resistance gene products and regulators of cell death in animalsCurr Biol1998822666710.1016/s0960-9822(98)70145-99545207

[B80] SwiderskiMRDorisBJonathanDGJThe TIR domain of TIR-NB-LRR resistance proteins is a signaling domain involved in cell death inductionMolecular Plant-Microbe Interations20092215716510.1094/MPMI-22-2-015719132868

[B81] TangPZhangYSunXTianCYangSDingJDisease resistance signature of the leucine-rich repeat receptor-like kinase genes in four plant speciesPlant Sci2010179399406

[B82] KollmeierMFelleHHHorstWJGenotypical differences in aluminum resistance of maize are expressed in the distal part of the transition zone. Is reduced basipetal auxin flow involved in inhibition of root elongation by aluminum?Plant Physiol200012239459561071255910.1104/pp.122.3.945PMC58931

[B83] SunPTianQYChenJZhangWHAluminium-induced inhibition of root elongation in Arabidopsis is mediated by ethylene and auxinJournal of Experimental Botony201061234735610.1093/jxb/erp306PMC280320319858117

[B84] WangJWWangLJMaoYBCaiWJXueHWChenXYControl of root cap formation by MicroRNA-targeted auxin response factors in ArabidopsisPlant Cell2005178220422161600658110.1105/tpc.105.033076PMC1182483

[B85] XieQFrugisGColganDChuaNHArabidopsis NAC1 transduces auxin signal downstream of TIR1 to promote lateral root developmentGenes Dev20001423302430361111489110.1101/gad.852200PMC317103

[B86] DuvalMHsiehTFKimSYThomasTLMolecular characterization of AtNAM: a member of the Arabidopsis NAC domain superfamilyPlant Mol Biol20025022372481217501610.1023/a:1016028530943

[B87] HouNYouJPangJXuMChenGYangZThe accumulation and transport of abscisic acid in soybean (Glycine max L.) under aluminum stressPlant Soil2010330127137

[B88] ReyesJLChuaNABA induction of miR159 controls transcript levels of two MYB factors during Arabidopsis seed germinationPlant J2007495926061721746110.1111/j.1365-313X.2006.02980.x

[B89] MittlerROxidative stress, antioxidants and stress toleranceTrends Plant Sci200274054101223473210.1016/s1360-1385(02)02312-9

[B90] BeffagnaNBuffoliBBusiCModulation of reactive oxygen species production during osmotic stress in Arabidopsis thaliana cultured cells: involvement of the plasma membrane Ca2+-ATPase and H+-ATPasePlant Cell Physiol2005468132613391593732610.1093/pcp/pci142

[B91] ShabalaSBaekgaardLShabalaLFuglsangATCuinTANemchinovLGPalmgrenMGEndomembrane Ca2+-ATPases play a significant role in virus-induced adaptation to oxidative stressPlant Signal Behav201167105310562163319510.4161/psb.6.7.15634PMC3257794

[B92] ESTs and GSSs of Glycine soja registered in ncbihttp://www.ncbi.nlm.nih.gov/Taxonomy/Browser/wwwtax.cgi?id=3848

How the deposited data were processed for this re-analysis (not part of the article)

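The data came from roots of wild soybean seedlings kept at pH 4.5 with 0 or 50 µM AlCl3, with 1 small RNA library and 1 degradome library per condition. Roots of 7 time points were pooled in each library, so there were no replicates and every test below compares the reads or the lists of 2 libraries, not the conditions.

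The deposited small RNA values were raw counts of reads per miRNA name and sequence. To make these counts, the authors removed adaptor, junk and short reads and reads that matched mRNA, Rfam or repeats, matched the rest to miRBase with at most 2 mismatches and predicted further candidates with the ACGT101-miR pipeline. The authors did not normalize the deposited counts. The deposited degradome lists held the name of a miRNA and the identifier of a target gene on each line and no value. The authors called these targets with CleaveLand and ACGT301-DGE. Categories, alignment scores, cleavage sites and abundances of targets were read from Additional file 3 and Table 4, library totals from Table 1 and Additional file 2.

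From the counts, reads were summed once per distinct sequence and normalized with the factors that relate normalized to raw reads in Table 3. The log2 ratios of the miRNAs of Table 3 therefore equal those printed there by construction and are no independent check of them. Exact two-sided binomial tests, Clopper-Pearson 95% intervals and Benjamini-Hochberg adjustment were computed with SciPy 1.17.1 and NumPy 2.4.6 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9. A miRNA passed the fold threshold at a log2 ratio of at least 1 or at most -1 with at least 10 reads (known) or 20 reads (predicted) in at least one library. A ratio against a count of 0 was given as a bound against 3 reads. Strands of one precursor were compared with Fisher's exact test. Values at cleavage sites were turned into reads with the reads that carried the adaptor.

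The depth set the precision. With 30411 and 44493 listed reads over 217 sequences, the interval of the log2 ratio ran from 1.19 to 1.27 for gso-miR2218, the most abundant sequence, and from 0.48 to 2.20 for PN-miR169c, with 17 and 47 reads. The procedure was tested on simulated counts for the comparison of the Al-treated with the Al-free small RNA library. Counts of the 217 sequences were simulated 50 times, with 40 of them changed 4-fold, a known scaling and counting error only. Of the changed sequences that met the read minimum, 85.1% were called, and 4.5% of the calls were unchanged sequences. Among sequences that met the minimum, 96.1% of the intervals covered the simulated ratio. Changed sequences under the minimum were not tested, so the share called of all changed sequences was lower. Differences between single libraries beyond counting error were not simulated.

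The miRNAs and genes named in the text were every miRNA of Table 3, every miRNA or target gene that the paper's text, Table 4 or figures name, every listed miRNA past the fold threshold but not in Table 3, and the 5 sequences with the most reads in each small RNA library. Other targets were summarised by family. Families of several sequences were formed from the miRNA number in the name. PN-miR157 is not in Additional file 1 and was left out of the classes of conserved and unconserved miRNAs.

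The alternatives tried were other scalings of the libraries (clean reads, reads used for miRNA prediction, summed miRNA reads, median of ratios), other read minimums, a pseudocount of 1, counting by distinct sequence, Fisher's exact test, other detection minimums, and targets counted as pairs, in groups with the same value at the site, by category, by alignment score or with at least 2 reads. The alternatives for targets of category I or II and with at least 2 reads did not say whether they applied to a target or to each library's list. They were first run on each library's list, the values were seen, and they were then set to a target that met them in at least one library, and both readings are given. The assignment of names to families and the limit of 3 reads at a cleavage site were also settled after values had been seen. The qRT-PCR data and the T-plots were not analysed here, and raw reads were not used here. No identifier of the 78 target genes matched the 59365 genes of the reference table.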

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

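The test of counting error on the sequences outside the paper's tables and the comparison of PN-miR166 with PN-miR166b were chosen only after the result was seen, as was the alternative without gso-miR2218 among the scalings.

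The deposited small RNA lists held sequences that are in neither Additional file 1 nor Table 2. Of these, 43 had more than 3 reads in at least one library, the limit that a count of 0 allows. The most abundant was PC-15-5p, with 373 reads in the Al-free library and 422 in the Al-treated library, a log2 ratio of 0.02 (interval from -0.19 to 0.22, adjusted exact p = 0.897, binomial test). With the libraries scaled by their summed miRNA reads it was -0.37 (interval from -0.58 to -0.17), so whether it differed depends on the choice of scaling. It was singled out after its values were seen, and no explanation of its abundance was tested.

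Of the sequences outside these tables, 4 passed the fold threshold between the libraries. The log2 ratio was 1.30 for PC-5-5p (12 and 33 reads, adjusted exact p = 0.0130), 1.33 for the sequence of PC-65a-3p and PC-65b-3p (10 and 28 reads, adjusted exact p = 0.0243), 4.09 for PN-miR1520l (1 and 19 reads, interval from 1.44 to 9.47, adjusted exact p = 0.000188) and -2.31 for PN-miR166 (93 and 21 reads, interval from -3.06 to -1.61, adjusted exact p = 3.22e-13). Counting error as the explanation of the group was argued against by the test on reads, in which 4 of the 4 had an adjusted p under 0.05. With the libraries scaled by their summed miRNA reads, the adjusted exact p was 0.106 for PC-5-5p (from 0.00537 to 0.0207 under the other alternatives) and 0.147 for the sequence of PC-65a-3p and PC-65b-3p (from 0.0103 to 0.0404), so these depend on the choice of scaling. PN-miR166 shares 19 bases in a row with PN-miR166b, which was also lower in the Al-treated library, so its reads might have come from the same molecules with other ends. The 2 log2 ratios differed beyond counting error (p = 0.0115, Fisher's exact test), which argued against a fixed share of such reads. A response to Al stays open for these sequences and cannot be separated from a difference between single libraries, since there were no replicates.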

How the results depend on the processing

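The alternatives without gso-miR2218, with the names of the paper's tables only, with the gso-miR1510 genes of Additional file 3, without PC-46-5p and with filters applied to each library's list, and the direction test for targets of category I or II, were chosen after seeing the data. The others were set before the data were examined. For the filters of category I or II and of at least 2 reads, however, the reading as met in at least one library was fixed after values had been seen.

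The number of miRNAs past the fold threshold, 42, was 45 under scaling by clean reads or by prediction reads, 43 under the median of ratios, 44 under scaling by summed miRNA reads, 37 by distinct sequence, 42 with a pseudocount, 40 with the names of the paper's tables and 43 with the summed reads without gso-miR2218. Scaling by summed reads moved the number lower in the Al-treated library from 15 to 25, by construction, since it lowers every log2 ratio by the same amount. A read minimum in both libraries left 21 (11 higher), a minimum of 50 reads left 18 (8 higher), no minimum gave 80 (50 higher, 30 lower), and 23 (13 higher) had the whole interval beyond the threshold. A stricter minimum lets fewer sequences through by construction, so the depth of the libraries limits this count.

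The number of sequences with an adjusted p under 0.05, 53, lay between 51 and 55 under the 4 other scalings set before the data were examined, and was 53 with Fisher's exact test. With a minimum of 50 reads it was 34 (15 higher), and with the minimum in both libraries 18 were higher in the Al-treated library. Fewer sequences were tested under both.

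Of the 89 log2 ratios put through each scaling, 87 kept their direction and their side of the test's threshold under scaling by clean reads and by prediction reads, 88 under the median of ratios and 75 under summed reads. Under summed reads 5 became weaker, 5 stronger and 4 changed sign, which were PN-miR169j-3p (-0.20), the p5 strand of PN-miR862a and b (-0.080), gso-miR1507a and b (-0.25) and the mature sequence of gso-miR1510a and b (-0.25). That of gso-mir1510b-p5 became 0.051 under clean reads and 0.049 under prediction reads. Each of these ratios was smaller than the shift that the scaling applies. The 89 leave out some ratios given in the text. Among those left out, PC-15-5p also changed sign under summed reads, to -0.37. The ratios of gso-miR1508a and gso-miR3522a, 0.23 each, are smaller in size than the shift of -0.39 and change sign as well.

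The ratio of the normalized summed reads, 1.31, was 1.41 under clean reads, 1.41 under prediction reads and 1.23 under the median of ratios, and 0.985 without gso-miR2218. Scaling by the summed reads themselves fixes this ratio and gave no value.

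The percent of names in both libraries, 89.0, was 81.7 with at least 2 reads and 79.5 with at least 5 reads, and the percent in the Al-treated library only, 7.20, was 15.0 and 15.8. The cause was not tested. Strands with more reads than the mature strand in the Al-treated library numbered 4 in place of 9 with at least 10 reads on either strand. Candidates with at least 20 reads numbered 40 by the summed reads, 9 with the minimum in both libraries and 12 with the names of the paper's tables, in place of 20.

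Of the target genes, 33 in both lists and 37 in the Al-treated list only became 20 and 21 in groups with the same value at the site. With an alignment score of 3 or less they were 31 and 31, and counted as pairs 34 and 42. With category I or II in at least one library, 7 were in both, 10 in the Al-treated list only and 3 in the Al-free list only, a share of 76.9% (exact p = 0.0923), and with the category required in each library's list 4, 13 and 3 (81.3%, exact p = 0.0213). With at least 2 reads in at least one library, 9 were in the Al-treated list only and 4 in the Al-free list only (69.2%, exact p = 0.267), and with 2 reads required in each library's list 18 were in both and 12 in the Al-treated list only (66.7%, exact p = 0.238). The first reading of each was fixed after the values of the second had been seen. With the gso-miR1510 genes of Additional file 3 and at least 2 reads, 9 and 2 were left (81.8%, exact p = 0.0654), and for known miRNAs alone 9 and 1 (90.0%, exact p = 0.0215). These filters test fewer targets by construction. The Al-treated list held more of the targets found in one list only under each of these settings. Over all miRNAs, the test kept its side of the threshold only in groups, as pairs, with the alignment score limit, with category I or II in each library's list, with the gso-miR1510 genes of Additional file 3 and without PC-46-5p. For known miRNAs alone it also did so with the gso-miR1510 genes of Additional file 3 and at least 2 reads. Reads at the sites by mapped reads were lower by construction, for example 115 and 170.1 for Glyma18g03980.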

Differences from the paper's values

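The alternative with only the names of the paper's tables was chosen after seeing the values.

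The percent of miRNAs found only in the Al-treated library was 7.20 against the paper's 3.95. None of the alternatives set before the data were examined closed the gap, with 15.0 for at least 2 reads, 15.8 for at least 5 reads and 7.83 for distinct sequences. With only the names of Additional file 1 and Table 2, an alternative chosen after seeing the values, it was 4.52.

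The number of predicted candidates with at least 20 reads was 20 against the paper's 12 with more than 20 reads. Of the alternatives set before the data were examined, the minimum in both libraries (9) closed the gap and the sum of both libraries (40) did not. With only the names of Table 2, an alternative chosen after seeing the values, it was 12.

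The Discussion of the paper states that miR169 was down-regulated, while its Results and Table 3 give PN-miR169c as up-regulated, the direction found here. In the deposited counts PN-miR169c had 17 reads in the Al-free library and 47 in the Al-treated library, and the family had 36 and 76, a log2 ratio of 0.92.

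For the targets of miR1509, miR393 and miR403 the paper states more tags in the Al-free library. By the tpb values of its Additional file 3, Glyma18g03980 stood for 225 reads in the Al-free library and 332 in the Al-treated library, Glyma20g02820 for 20 and 21, and the 5 genes of PN-miR393 for 6.92 to 8.50 and 10.6 to 19.5.

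The paper states that leucine rich repeat genes were cleaved by gso-miR1510 and found in the Al-treated library only, and its Additional file 3 gives 4 of them. The deposited Al-treated list repeats Glyma02g04750 in that place and names none of them. Of the 6 leucine rich repeat genes that the deposited lists name for other miRNAs, 5 were in both lists and 1 was in the Al-treated list only.

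Table 3 lists the differentially expressed miRNAs, and 11 further sequences of the deposited lists passed its fold threshold. Of those in the paper's own tables, PN-miR166b (log2 ratio -1.39), PN-miR1513 (-2.01), PN-mir1511-p5 (1.38), PN-miR172h-5p, i and j (3.43), PN-miR1535 (1.30), PN-miR4352b (1.58) and PN-miR5035-p3 (1.65) are absent from it.

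The paper names strands with more reads than the mature strand and does not name PN-mir1520i-p5, which had 11 and 15 reads against 0 and 4.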

Other observations

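Apart from the tests on fragment length, GC content and the median of ratios, the tests in this part were chosen only after the result was seen.

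The summed miRNA reads were higher in the Al-treated library by a ratio of 1.46. More sequencing was argued against by the clean reads, whose ratio was 1.04. Without gso-miR2218 the ratio was 1.10, near the 1.12 of the normalization factors. Leaving out any one other sequence left it at 1.398 (without PN-miR1509b) or above. A candidate explanation is thus a single sequence, gso-miR2218, and whether it rose through Al or between single libraries for another reason was not testable without replicates.

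Of the 37 sequences past the fold threshold, 33 stayed past it with the median log2 ratio of their length taken off, and 31 with the linear trend on GC content taken off (Spearman's rho -0.264). For 4 of the 37 fewer than 5 sequences of their length were tested, so the median of all lengths was taken off and their length was not tested, and of the 33 others 29 stayed past the threshold. Neither bias accounts for most of them. In the test on reads 34 of the 37 had an adjusted p under 0.05, so counting error does not account for most of them either. Differences between 2 single libraries in handling or in pooled roots stay open beside a response to Al.

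The normalization factors of the paper have a ratio of 1.12, and the median of the ratios over 82 sequences was 1.19, with an interval from 1 to 1.38. Whether a median of ratios or another method stood behind the factors cannot be decided from these values. The sequences that the authors used are not known, and a sampling interval does not bear on which formula was used.

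PN-miR1509b rose and gso-miR1509a fell in the Al-treated library, and the sequences differ at 1 base. Misread bases of gso-miR1509a would give a like share in both libraries, but the share was 72.8% in the Al-treated library against 4.70% in the Al-free library, which argued against them.

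In 9 of 13 precursors with at least 10 reads on each strand, the ratios of the 2 strands between the libraries differed with an adjusted p under 0.05 (Fisher's exact test). Where the mature sequence is listed for several precursors, as for gso-miR1510a and PN-miR156d, a change in one of these precursors can part the strands, so those pairs do not test it. Of the 8 pairs with a mature sequence listed for 1 precursor only, 6 differed. A change in the amount of that precursor alone would have moved both strands of these alike. Precursors that the lists do not name could add to either strand and were not looked for, so a change among several precursors is not excluded. In 5 of the 6 the log2 ratios had opposite signs, and in 2, PN-miR1511 and gso-miR1509a, the intervals of both strands lay on opposite sides of 0. How the strands came to differ was not tested.

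PC-4-5p and PC-4-3p share 23 bases in a row, where the median over 1482 other pairs of candidates was 4 and the 99th percentile 8, and PC-47-3p shares 22 with PC-4-3p. PC-5-5p and PC-5-3p share 13 bases in a row, while PC-1-5p and PC-1-3p share 5. The reads listed for both arms of PC-4, and of PC-5, may therefore come from a single arm, or from a shared sequence.

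More targets were found only in the Al-treated degradome list than only in the Al-free list. The Al-treated library was the smaller one, with a ratio of 0.941 in reads with the adaptor, so depth argued against this. Few reads may explain the absence of single targets, since 19 of the 21 groups found only in the Al-treated list had a value of at most 3 reads at the site. That value is the one each gene carries, and where reads were divided among genes more reads can stand behind a group. For such groups this explanation was not tested. By these values, few reads alone were argued against as the explanation of the uneven split. Of the groups with a value of at most 3 reads found in one list only, 19 were in the Al-treated list and 6 in the Al-free list. This was a share of 76.0% (interval from 54.9% to 90.6%) against 48.5% expected from the reads (exact p = 0.00801, binomial test). A site listed for 2 miRNAs was counted in a group of each, and groups that share reads are not independent of each other. The p-value can thus be too small, and the reads of single targets are the paper's values. A higher level of the targeting miRNA was argued against for 13 of the 37 genes found only in the Al-treated list, since the log2 intervals of the summed reads of all their listed miRNAs lay below 0. With the interval of each tested sequence of these miRNAs required to lie below 0, 4 genes were left, since those of PN-miR160c (90 and 76 reads, from -0.86 to 0.05) and of PN-miR156c, d, e and g (195 and 197 reads, from -0.44 to 0.15) reached above it. Which sequence of a miRNA cleaved a gene was not known. Of the 13, 7 are genes of PN-miR160, and the log2 ratio of PN-miR160b was not past the test's threshold under scaling by clean reads. For 17 genes with a miRNA whose interval lay above 0, among them those of PN-miR396 and PN-miR1514, a higher level of the miRNA and another difference between the libraries cannot be told apart, because genes of lower miRNAs were also found mostly in the Al-treated list, 13 against 2 in the Al-free list only, where genes of higher miRNAs numbered 17 against 1. The 17 include genes listed for PN-miR319 and PN-miR172, to which the reads of PN-miR319a and b and of PN-miR172h-5p, i and j were assigned. The sequences listed as PN-miR319 (121 and 83 reads, log2 ratio -0.70, interval from -1.12 to -0.29) and PN-miR172 (12 and 8 reads, -0.74, interval from -2.24 to 0.67), which are outside the paper's tables, were not higher, and with these taken into account 10 genes with a higher miRNA were left. The 7 other genes had a miRNA without a resolved difference or without reads in Additional file 1. Al, the quality of the RNA and the calling of targets stay open and were not tested.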
